# Transcriptional profiling of murine macrophages stimulated with cartilage fragments revealed a strategy for treatment of progressive osteoarthritis

**DOI:** 10.1038/s41598-020-64515-1

**Published:** 2020-05-05

**Authors:** Masanari Hamasaki, Mohamad Alaa Terkawi, Tomohiro Onodera, Yuan Tian, Taku Ebata, Gen Matsumae, Hend Alhasan, Daisuke Takahashi, Norimasa Iwasaki

**Keywords:** Osteoarthritis, Osteoarthritis

## Abstract

Accumulating evidence suggests that synovitis is associated with osteoarthritic process. Macrophages play principal role in development of synovitis. Our earlier study suggests that interaction between cartilage fragments and macrophages exacerbates osteoarthritic process. However, molecular mechanisms by which cartilage fragments trigger cellular responses remain to be investigated. Therefore, the current study aims at analyzing molecular response of macrophages to cartilage fragments. To this end, we analyzed the transcriptional profiling of murine macrophages exposed to cartilage fragments by RNA sequencing. A total 153 genes were differentially upregulated, and 105 genes were down-regulated in response to cartilage fragments. Bioinformatic analysis revealed that the most significantly enriched terms of the upregulated genes included scavenger receptor activity, integrin binding activity, TNF signaling, and toll-like receptor signaling. To further confirm our results, immunohistochemical staining was performed to detected regulated molecules in synovial tissues of OA patients. In consistence with RNA-seq results, MARCO, TLR2 and ITGα5 were mainly detected in the intima lining layer of synovial tissues. Moreover, blockade of TLR2 or ITGα5 but not Marco using specific antibody significantly reduced production of TNF-α in stimulated macrophages by cartilage fragments. Our data suggested that blocking TLR2 or ITGα5 might be promising therapeutic strategy for treating progressive osteoarthritis.

## Introduction

Osteoarthritis (OA) is a progressive joint disease that causes chronic pain and physical disability in elderly people. The disease is highly prevalent with worldwide incidence exceeding 250 million people^1^. With increasingly aging population, the disease is expected to be more prevalent than in the previous decades. To date, there is no effective disease-modifying therapy and arthroplasty is the only choice to relief symptom and restore the function of joints. Discovery of effective pharmacologic agents for treatment of OA is required a better understanding of the molecular pathways and signals responsible for OA progression^2^.

OA is traditionally characterized by articular cartilage degradation, subchondral bone remodeling, synovial inflammation (synovitis), and osteophyte formation^3^. The pathogenesis is complex and includes mechanical, inflammatory, and metabolic factors, which ultimately lead to structural alteration of the synovial joint. Macrophage accumulation in the intimal lining is the primary morphological features of synovitis. It is evident that infiltrated macrophages play a significant role in the progression of OA through initiating phagocytosis, forming multinucleated giant cells and producing cytokines and other inflammatory mediators. Activated macrophages alter the function of synovial fibroblasts and chondrocytes resulting in an increase in inflammation and production of catabolic factors in the joint^4,5^.

Tumor necrosis factor (TNF-α) is one of factors derived from macrophage that can promote catabolism in joint via suppression of the synthesis of proteoglycan and type II collagen in chondrocytes and enhancing the production of proinflammatory and procatabolic mediators^6^. Increasing evidence suggests that gut microbiota-derived endotoxins are involved in OA pathogenesis through activating joint tissue macrophages resulting in chronic inflammation in joint^7^. On the other hand, cartilage fragments and molecules from degraded hyaline cartilage are thought to contribute to in the development of synovial inflammation through activating macrophage inflammasome pathways^8,9^. In fact, components from damaged extracellular matrix act as danger-associated molecular patterns (DAMPs) that activate synovial macrophages to produce inflammatory mediators^10^. Likewise, an earlier studies showed that intraarticular injection of cartilage fragments induces synovitis and osteoarthritic changes in animal models^11^. Therefore, it becomes pertinent to examine the possible role of cartilage fragments in the etiology and progression of osteoarthritic process. Our earlier study showed that macrophages cultured with cartilage fragments produce inflammatory mediators that modulate the function of chondrocytes^12^. However, the molecular mechanisms by which cartilage fragments trigger macrophage responses remain to be investigated. Therefore, the current study aims at understanding the molecular response of macrophages to cartilage fragments as step towards identifying molecular candidates for potential therapies of OA. We analyzed the transcriptional profiling of mice macrophages stimulated by cartilage fragments using an RNA-seq approach. Our data provide a new insight into the molecular pathogenesis of osteoarthritis and shed light on new molecular candidates for therapeutic intervention.

## Results

### Transcriptional profiling of macrophages stimulated by cartilage fragments

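Bone marrow-derived macrophages (BMMs) are cells grown from marrow, here from C57BL/6 mice, with 50 ng/ml of macrophage colony-stimulating factor for 7 days. RNA-seq libraries came from 3 control cultures and from 3 cultures that received 5 cartilage fragments per macrophage for 24 h. The Methods give 4-week-old male mice, and the sample labels give postnatal day 28 and no sex. Xist, a transcript of cells with a second X chromosome, was present in all 6 libraries, with no fragment on the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty. The authors aligned paired-end reads to the mouse genome mm10 with TopHat and Bowtie and estimated abundance in each library with Cufflinks. The deposited values are fragments scaled to the length of the transcript and the depth of the library (FPKM) for 34535 reference transcripts and for 1453 to 1654 transcripts assembled in that library alone. The reference transcripts held between 80.04% and 84.2% of the FPKM of a library. In control replicate 1 every transcript carried the status OK, and in the other libraries 770 to 795 transcripts carried another status. Low FPKM had not been removed from these values, and the normalization named in the Methods (TMM) cannot be repeated from them. The coverage listed beside each FPKM, with the 100-bp reads of the Methods, gave 743000 to 776000 fragments per control library (median 757000) and 699000 to 754000 per stimulated library (median 723000). The paper states 60000000 reads per sample, and the deposited values rest on the fragments given here. For genes with a single transcript, 93.8% to 94.9% of the values of up to 8 fragments lay within 0.1 of a whole number, and this depth limits the precision of every value of a weakly expressed gene. FPKM were summed over the transcripts of each of 24394 gene symbols, and the 10393 genes with a mean of at least 1 FPKM were tested. Of these, 868 were listed at 0 in at least 1 library. The values were taken to log2 after 0.1 was added, and the groups were compared with limma, with p adjusted over all tested genes by the Benjamini-Hochberg method. An exact two-sided permutation test of a single gene cannot give a p under 0.1 with 3 libraries against 3, so the separation of the groups is given instead. Between replicates of a group the mean chi-square per gene of the fragments was 1.07 to 1.14, where counting noise alone gives 1. Between libraries of different groups it was 1.41 to 1.56. This covered 2301 to 2416 genes per pair of libraries, those with a single long transcript and an intermediate number of fragments. Over all tested genes the log2 values gave Pearson's r of 0.853 to 0.864 within groups and 0.848 to 0.863 between them, which does not separate the groups.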

Bone marrow derived-macrophages (BMMs) were cultured with cartilage fragments for 24 hours and their transcriptional profiles were analyzed by RNA-seq approach. Differentially expressed genes were determined by comparing gene expression of macrophages cultured with cartilage fragments to those of control macrophages. 

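In stimulated macrophages 32 genes were higher and 6 were lower at an adjusted p under 0.05. An unadjusted p under 0.05 was found for 955 genes, where chance alone would give 519.6. The number of genes depended most on the unit: taken as fragments estimated from the authors' coverage, scaled to the depth of the library, in place of FPKM, 146 genes were higher and 77 lower, with 36 of the 38 genes among them. That setting was chosen after the FPKM results had been seen. With 1 library left out at a time the FPKM gave fewer genes, with 9 higher and 0 lower without stimulated replicate 1 and 15 higher and 4 lower without stimulated replicate 2. Without control replicate 1 there were 19 higher and 3 lower genes, and without control replicate 2 or control replicate 3 also 3 lower genes. Among the genes past the threshold with no overlap between the groups, those with the largest rises were Ugt1a6b, Marco, Cfb, Ptges and Saa3. Those with the largest falls were Slco4a1, Cd74, H2-Eb1, H2-Ab1 and Lgals3. Ugt1a6b was listed at 0 in every control library, so the size of its rise depends on the 0.1 added before log2. The log2 ratio of the summed FPKM of the Ugt1a genes was -0.01, so fragments of shared exons may have been assigned to it from another member. Saa3 (NM_011315, chromosome 7, 46711998 to 46715676), which encodes an acute-phase protein, rose from 412 ± 55.7 FPKM in controls to 3462 ± 462 FPKM (SD, n = 3), a log2 fold change of 3.07 (standard error 0.125, adjusted p = 0.000166 from limma). It passed the threshold in all 16 alternatives set beforehand and tested by gene symbol. The 16 alternatives named here and below leave out the fit with the replicate number as a block. Slco4a1 (NM_148933, chromosome 2, 180460978 to 180474853) fell from 27.0 ± 11.2 FPKM to 5.49 ± 0.354 FPKM, a log2 fold change of -2.19 (standard error 0.317, adjusted p = 0.0377 from limma). Its fall passed the threshold with control replicate 3 left out (adjusted p = 0.0107 from limma) and with none of the other 5 libraries left out, where the adjusted p reached 0.200. Lgals3 (chromosome 14, 47373860 to 47386167), which encodes galectin-3, fell from 2322 ± 46.8 to 1808 ± 53.6 FPKM (log2 fold change -0.36, standard error 0.039, adjusted p = 0.0104 from limma), and its adjusted p was 0.0641 with stimulated replicate 1 left out and 0.0539 with stimulated replicate 2 left out.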

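The genes of Table S1 were looked up among the deposited values. Of its 258 entries, 256 genes are listed in a single direction, and Lilr4b is listed in both. All 256 were tested, and 30 of them passed an adjusted p of 0.05 in the direction of Table S1, 25 upward and 5 downward. Adjusted over the list alone, 200 passed. In 219 genes the 3 stimulated libraries all lay on the side of the 3 controls that Table S1 gives. These were 136 of 152 listed upward and 83 of 104 listed downward, where chance gives 5% in a given direction and 10% in either for genes that were not chosen on these libraries. Table S1 was chosen on these same libraries, so none of the counts of its genes is independent evidence. Among all tested genes 15.9% had groups without overlap in either direction. From scaled fragments, 145 genes passed the threshold (93 upward and 52 downward) and 233 were without overlap. The count of 30 fell to 5 without stimulated replicate 1, to 10 without stimulated replicate 2, to 18 without stimulated replicate 3, to 12 without control replicate 1 and to 16 without control replicate 2. The log2 ratio of the mean FPKM had the sign of Table S1 in 253 entries. Across entries the ratio and the fold change of Table S1 gave Pearson's r = 0.931, although genes are not independent replicates. The median absolute difference between them was 0.0315, and the median counting error of such a ratio was 0.1. Within 0.1 of each other were 201 entries, and more than 0.5 apart were 14.

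**Figure D1:**
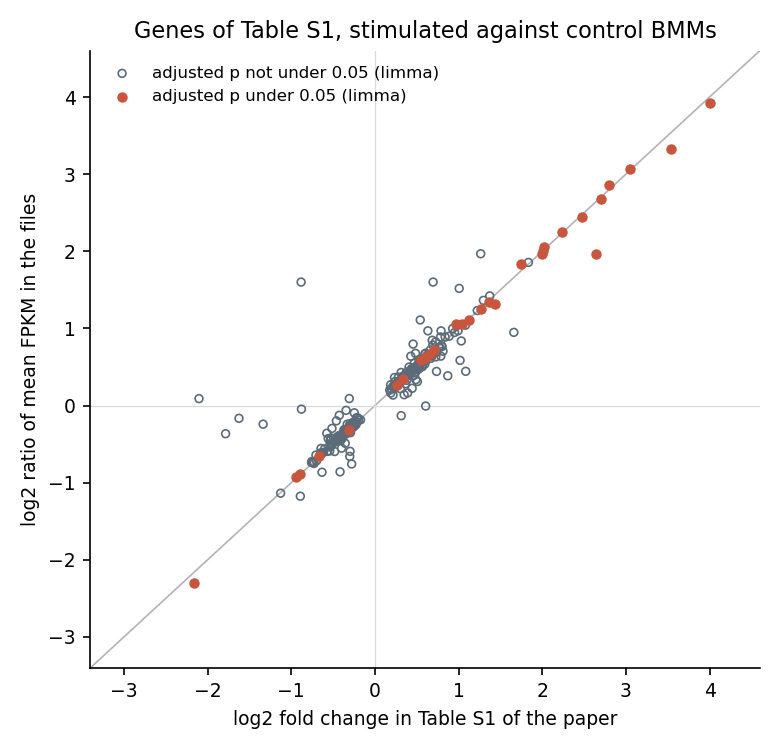
Log2 fold change of each entry of Table S1 (x axis, the paper's values) against the log2 ratio of mean FPKM of stimulated over control libraries (y axis, n = 3 each). Filled points are the 30 genes past an adjusted p of 0.05, open points the other entries, and the diagonal marks equal values; the 14 entries that lie more than 0.5 from the diagonal are open points except for 1.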

Of note, 153 genes were differentially upregulated and 105 genes were downregulated in response to cartilage fragments (Fig. 1A,B and Table S1). RNA-Seq data were next validated by performing qRT-PCR for upregulated genes, including Tnf, Icam1, Mmp14, Tlr2, Itga5, and Irak3. Of note, the gene expressions of these genes were significantly elevated in macrophages cultured with cartilage fragments as compared to control macrophages (Fig. S2A). In line with these results, the gene expressions of these genes were significantly increased in peritoneal macrophages cultured with cartilage fragments (Fig. S2B). These results suggested that BMMs and tissues resident macrophages may exhibit similar molecular responses to cartilage fragments. We further evaluated the activation state of macrophages by comparing the transcriptional profile of activated macrophages by cartilage fragments to that activated by LPS or recombinant TNF-α^13,14^. A Venn diagram showed that 42 and 18 shared genes were present in the activated macrophages by cartilage fragments and LPS activation, and recombinant TNF-α activation states, respectively (Fig. 1C). These results revealed that macrophages expressed a unique gene set in response to cartilage fragments, which may reflect the pathogenesis of synovitis in OA.

**Figure 1:**
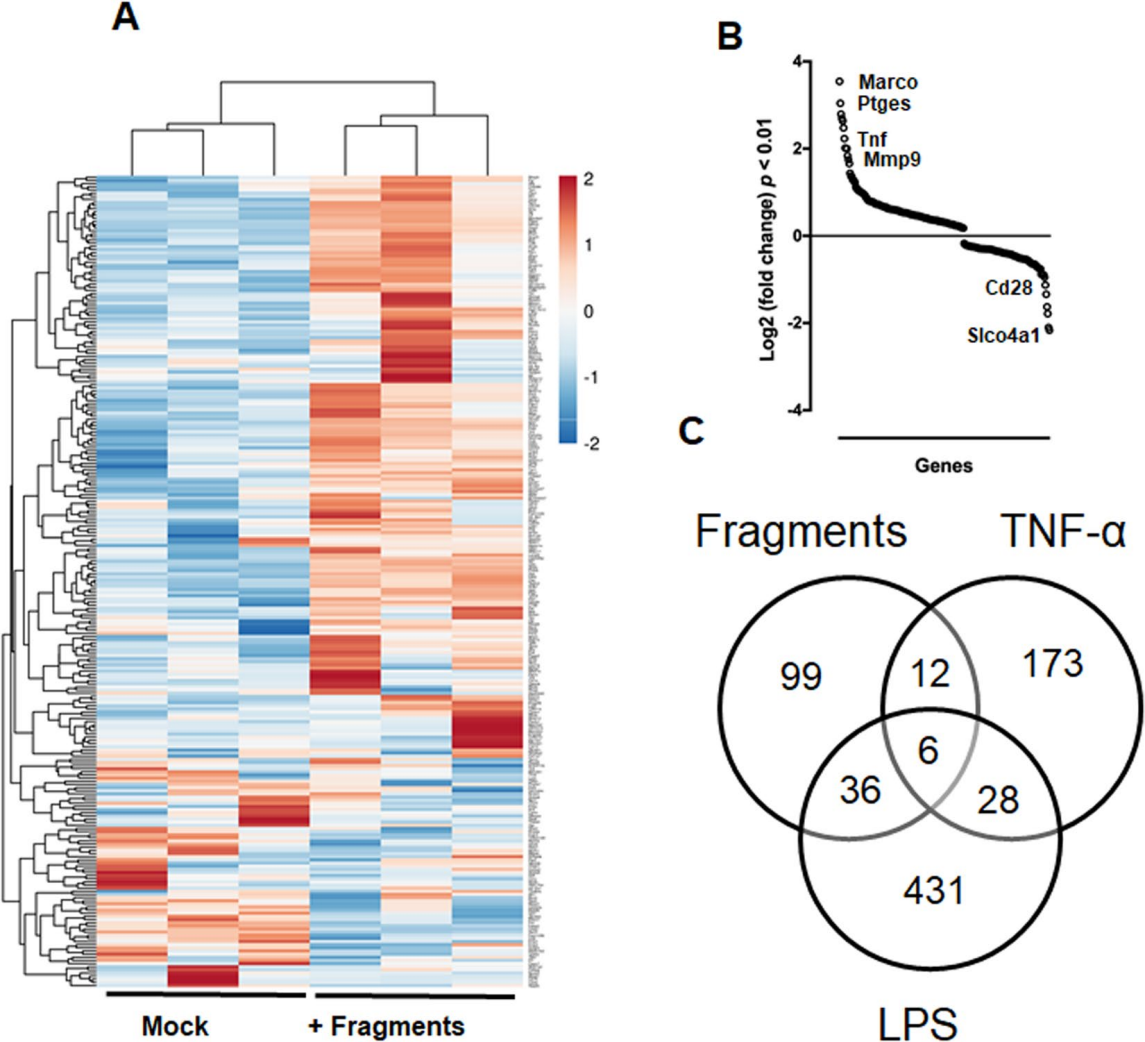
Gene expression profile of macrophages stimulated by cartilage fragments. (**A**) Scatter plot analysis for transcript expression levels of significantly up-or down-regulated genes in macrophages response to cartilage fragments (p < 0.05) (n = 3). (**B**) Hierarchical clustering for the expression of significantly up-and-down-regulated genes in macrophages (p < 0.05). A scale bar for intense color change from −2 or below indicated by blue color or 2 or above indicated by red. (**C**) Venn diagram analysis for the numbers of genes which are significantly upregulated in response to cartilage fragments, LPS and TNF-α.

### Functional and biological characterizations of macrophage response to cartilage fragments

GO enrichment analysis for differentially expressed genes was performed to draw an image for the regulatory networks and functional relevance of this biological response. GO enrichment analysis revealed that up-regulated genes were mainly associated with immune process, including extracellular exosome for cellular components, and scavenger receptor activity and integrin binding for molecular function terms, and tumor necrosis factor superfamily for gene family terms (Fig. 2A–C and Table S3). Likewise, the most significantly enriched terms were leukocyte activation for biological process and abnormal innate immunity for mouse phenotypes (Fig. 2D,E and Table S4). It is noteworthy that the macrophage stimulated with cartilage fragments expressed number of genes that are involved in the chronic inflammatory processes including allograft inflammatory factor 1 (Aif1), Tnf and NLR family pyrin domain containing 3 (Nlrp3) as well as hypoxia-inducible factor 1α (Hif-1α) (Fig. 2F). 

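The 4 genes that Table S3 lists under scavenger receptor activity are Marco, Lgals3bp, Cxcl16 and Scarf1. In each of the 4, every stimulated library lay above every control library, and adjusted over the list alone all 4 passed. The genes under this and every other term of the supplementary tables come from Table S1, so their directions, their separation and the counts adjusted over a list alone are not independent evidence. Over all tested genes Marco alone passed, and from scaled fragments 3 of the 4 did, without Scarf1. Lgals3bp (NM_011150, chromosome 11, 118392752 to 118401931) rose from 173 ± 12.0 to 227 ± 2.56 FPKM (SD, n = 3), a log2 fold change of 0.39 (standard error 0.079, adjusted p = 0.123 from limma). Under integrin binding Table S3 lists Icam1, Itga5, Tgfbi, Adam17 and Mmp14, and all 5 had groups without overlap. Mmp14 passed over all tested genes, and from scaled fragments Icam1, Tgfbi and Adam17 passed and Mmp14 did not. Icam1 (NM_010493, chromosome 9, 21015960 to 21028796) rose from 39.7 ± 2.70 to 77.75 ± 28.1 FPKM, and the standard error of its log2 fold change of 0.91 was 0.229 (adjusted p = 0.209 from limma). The large SD came from stimulated replicate 1 with 110.2 FPKM, against 60.1 and 63.0 in the other libraries of the group. In scaled fragments its log2 fold change was 0.69 (adjusted p = 0.00178 from limma, against 0.153 to 0.509 over the 16 alternatives). Tgfbi (chromosome 13, 56609603 to 56639339) rose from 81.4 ± 5.97 to 139.2 ± 20.9 FPKM, a log2 fold change of 0.77 with an adjusted p of 0.0705 from limma.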

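Table S3 lists 53 genes under leukocyte activation. Of these, 51 had a higher mean log2 value in stimulated macrophages, 48 had every stimulated library above every control library, and 10 passed an adjusted p of 0.05 over all tested genes. Adjusted over the list alone 45 passed, and from scaled fragments 31 passed over all tested genes. The largest change in the list was that of Hp, which encodes haptoglobin (log2 fold change 2.71, standard error 0.249, adjusted p = 0.00411 from limma), and the lowest value was that of Rac2 (-0.07, but 0.31 in scaled fragments). Under abnormal innate immunity Table S4 lists 43 genes. There 42 were higher, 40 had groups without overlap, 16 passed over all tested genes, 39 passed adjusted over the list alone and 34 passed from scaled fragments.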

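Tnf (chromosome 17, 35199367 to 35202007) rose from 13.2 ± 0.781 FPKM in control macrophages to 47.75 ± 18.9 FPKM in stimulated macrophages (SD, n = 3). Its log2 fold change was 1.76 (standard error 0.301, adjusted p = 0.0818 from limma), from 43 fragments in the controls and 141 in the stimulated libraries. It passed the threshold in 1 of 16 alternatives, without stimulated replicate 3 (adjusted p = 0.00863, with 0.00863 to 0.321 over all 16), and from scaled fragments (adjusted p = 0.000194). With each library left out in turn its log2 fold change stayed between 1.50 and 2.12. Aif1 (NM_019467, chromosome 17, 35170992 to 35176001) rose from 39.7 ± 8.56 to 76.7 ± 14.2 FPKM, with an adjusted p of 0.129 from limma, 0.0958 to 0.445 over the 16 alternatives and 0.0303 from scaled fragments. Nlrp3 (NM_145827, chromosome 11, 59542686 to 59566956) had 15.5 ± 2.63 FPKM in controls and 26.2 ± 6.15 FPKM with fragments, and its adjusted p was 0.357 from limma, 0.219 to 0.61 over the alternatives and 0.0156 from scaled fragments. For Hif1a (NM_010431, chromosome 12, 73907867 to 73947530) the change was from 21.2 ± 1.83 to 32.5 ± 0.524 FPKM, with an adjusted p of 0.182 from limma, 0.145 to 0.409 over the alternatives and 0.0104 from scaled fragments. In all 4 genes every stimulated library lay above every control library. A curated list of 14 tested genes induced by HIF1 had a median log2 fold change of 0.14 and was higher in 11 of them (camera, adjusted p = 0.0689, with 0.011 to 0.164 over the 16 alternatives, of which 1 passed, and 0.0207 under fry). From scaled fragments the median was 0.21 and the list passed (camera, adjusted p = 0.0224).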

The activation of NLRP3 by cellular stress leads to activation of the inflammasome which is associated with a number of autoinflammatory syndromes and autoimmune diseases. 

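The genes that Table S5 lists by human disease were followed in the deposited values. Of 46 genes under rheumatoid arthritis, 45 had a higher mean log2 value in stimulated macrophages and 42 had groups without overlap. At an adjusted p of 0.05, 8 of the 46 passed over all tested genes, 41 adjusted over the list alone and 34 from scaled fragments. All 34 genes under degenerative polyarthritis were higher with groups that did not overlap, and 7 of them passed over all tested genes. Under inflammatory bowel disease 26 of 28 genes had no overlap and 8 passed.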

In consistence with these data, the upregulated genes were most significantly enriched in rheumatoid arthritis, degenerative polyarthritis and inflammatory bowel diseases (Fig. 2G and Table S5). On the other hand, down-regulated genes were mainly enriched in cholesterol binding, antigen processing and presentation of exogenous peptide antigen via MHC class II, positive regulation of interferon-beta biosynthetic process, and cholesterol efflux for molecular function and biological process terms (data not shown). 

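The lower genes of MHC class II in Table S1 were Cd74, H2-Aa, H2-Ab1 and H2-Eb1, and in each of them every stimulated library lay below every control library. Cd74 (chromosome 18, 60803849 to 60812652) fell from 373 ± 38.5 to 197 ± 15.4 FPKM (SD, n = 3), a log2 fold change of -0.92 (standard error 0.098, adjusted p = 0.00965 from limma). Its adjusted p was 0.0614 without stimulated replicate 1 and stayed under 0.05 with any other library left out. H2-Eb1 (NM_010382, chromosome 17, 34305867 to 34316674) fell by 0.88 on the log2 scale (adjusted p = 0.0305 from limma) and H2-Ab1 (NM_207105, chromosome 17, 34263227 to 34269418) by 0.66 (adjusted p = 0.0304 from limma). With 1 library left out at a time neither passed the threshold, with adjusted p up to 0.154 and 0.117. H2-Aa (NM_010378, chromosome 17, 34282751 to 34287771) fell by 0.57 (adjusted p = 0.113 from limma). In a list of MHC class II genes, all 8 tested genes were lower, with a median log2 fold change of -0.61 (camera, adjusted p = 8.8e-07), but the 4 of them outside Table S1 had a median of -0.18 (adjusted p = 0.292). Of the genes that handle cholesterol, Apoe (chromosome 7, 19696244 to 19699188) fell from 20590 ± 380 to 16780 ± 1456 FPKM, a log2 fold change of -0.30 (adjusted p = 0.104 from limma, 0.00778 without stimulated replicate 3 and 0.00778 to 0.615 over the 16 alternatives). The falls on the log2 scale were 0.49 for Abcg1, 0.26 for Nceh1, 0.27 for Npc1 and 0.16 for Soat1, none past the threshold, and the groups overlapped for Npc1 and Soat1. Among the genes of interferon-beta control, Tlr4 fell by 0.44 and Tlr8 by 0.42 without overlap of the groups, with adjusted p of 0.526 and 0.441 from limma. Tbk1, with a log2 fold change of -0.09 (adjusted p = 0.933), had groups that overlapped, and its direction changed with single libraries left out. In scaled fragments the log2 ratio of Tbk1, stimulated over control, was -0.315, and it did not pass (adjusted p = 0.209 from limma). From scaled fragments H2-Aa, Abcg1 and Tlr8 also passed the threshold.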

Taken together, our results suggest that exposure of macrophages to cartilage fragments leads to production of distinct arrays of inflammatory modulators associated with development of synovitis.

**Figure 2:**
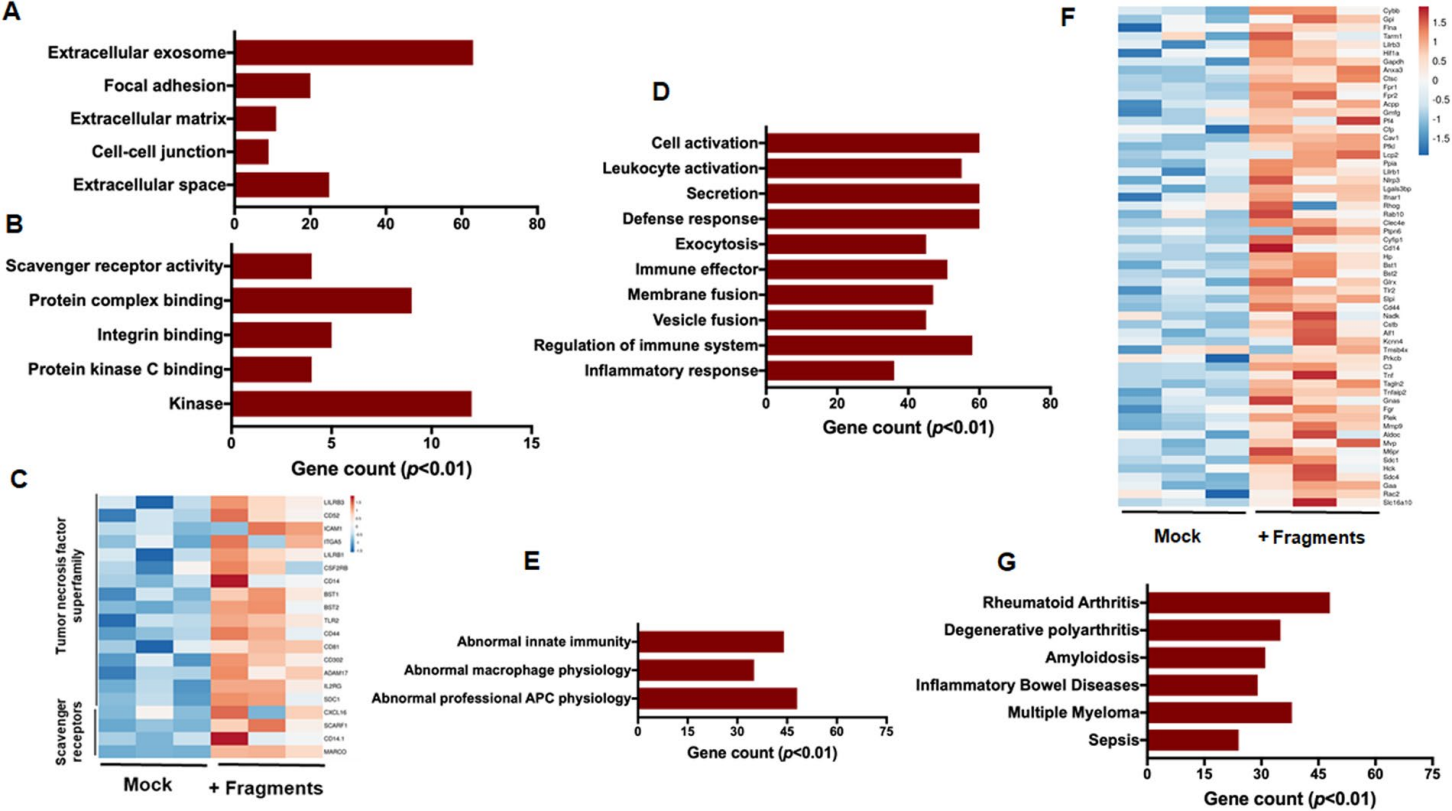
Gene enrichment analysis of differentially expressed genes in macrophages stimulated by cartilage fragments. (**A**) GO terms for cellular component. (**B**) GO terms for molecular function. (**C**) Heat map for clustered gene family. (**D**) GO terms for biological process. (**E**) GO terms for mouse response phenotypes. (**F**) Heat map for the transcript expression levels of enriched genes in inflammation. A scale bar for intense color change from −1.5 or below indicated by blue color or 1.5 or above indicated by red. (**G**) GO terms for human diseases.

### Pathways and transcriptional factors of macrophages stimulated by cartilage fragments

To understand the intracellular pathways involved in the response to cartilage fragments, KEGG pathway database mapping analyses were performed. Regulated genes in response to cartilage fragments were enriched in pathways including proteoglycan in cancer, gluconeogenesis, TNF signaling pathway, Toll-like receptor signaling pathway, and phagosome (Fig. 3A,B and Table S6). Likewise, bioinformatic analysis based on Panther and Reactome pathway databases showed that TNF signaling is one of the top terms involved in the response of macrophage to cartilage fragments (data not shown). These results suggest that TNF signaling pathway might be involved in progression of OA. 

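Table S6 lists 15 genes under proteoglycans in cancer, 7 under gluconeogenesis, 8 under TNF signaling, 6 under Toll-like receptor signaling and 7 under phagosome. All of these genes had a higher mean log2 value in stimulated macrophages. Past an adjusted p of 0.05 over all tested genes were 1, 0, 2, 1 and 4 of them, and adjusted over the list alone 12, 7, 8, 5 and 7. From scaled fragments 9, 4, 6, 4 and 5 passed. Under gluconeogenesis the list holds glycolytic enzymes, and Gapdh (chromosome 6, 125161852 to 125166467) rose from 934 ± 87.1 to 1201 ± 27.1 FPKM (SD, n = 3), a log2 fold change of 0.37 (adjusted p = 0.113 from limma). The median log2 fold change of the TNF signaling genes was 1.00. Among them Socs3 (NM_007707, chromosome 11, 117966087 to 117969366) rose from 4.24 ± 1.48 to 16.6 ± 1.97 FPKM (log2 fold change 1.98, standard error 0.278, adjusted p = 0.0322 from limma). Its rise passed the threshold with control replicate 3 left out and not with any other library left out, where the adjusted p reached 0.2003. Bcl3, Birc3 and Nfkbia rose by 0.95, 0.72 and 0.59 on the log2 scale, with adjusted p of 0.103, 0.381 and 0.397 from limma, and for Nfkbia the groups overlapped. Among the phagosome genes C3 (NM_009778, chromosome 17, 57203967 to 57228136) rose from 37.8 ± 5.84 to 95.7 ± 13.4 FPKM (log2 fold change 1.34, standard error 0.165, adjusted p = 0.0193 from limma). Its adjusted p was over 0.05, at most 0.137, without control replicate 1, stimulated replicate 1 or stimulated replicate 2.

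**Figure D2:**
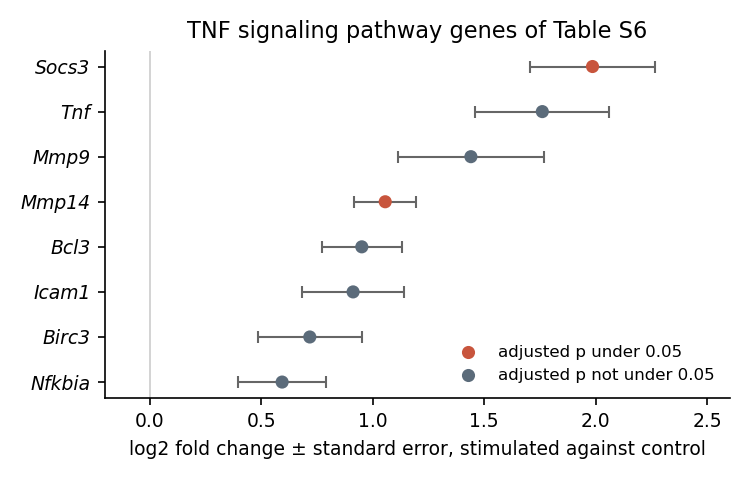
Log2 fold change of the 8 genes under TNF signaling in Table S6, stimulated against control macrophages (x axis, n = 3 libraries each, bars are the standard error from limma). All 8 lie above 0, from Nfkbia (0.59) to Socs3 (1.98), and only Socs3 and Mmp14 pass an adjusted p of 0.05.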

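The mouse Reactome sets that come with the fgsea package were tested on all 10393 genes in place of an enrichment of the listed genes, and 487 of the 498 gene identifiers of the 12 chosen sets (97.8%) were matched to a symbol of the files. The set of TNF signaling had 9 tested genes, 5 higher and 4 lower, with a median log2 fold change of 0.02 and a mean of 0.20 (camera with a preset correlation of 0.01, adjusted p = 0.294). At an adjusted p of 0.05, 4 sets passed, all upward. They were glycolysis (24 genes, median log2 fold change 0.25, adjusted p = 0.00164), cholesterol biosynthesis (19 genes, median 0.39, adjusted p = 0.00164), interferon alpha/beta signaling (12 genes, median 0.21, adjusted p = 0.0242) and the NLRP3 inflammasome (12 genes, median 0.13, adjusted p = 0.0431). With the correlation estimated from the data 0 sets passed, where the smallest adjusted p was 0.135, and under fry 8 sets did. These were glycolysis, cholesterol biosynthesis, the NLRP3 inflammasome, TNF signaling (adjusted p = 0.0471), uptake by scavenger receptors (adjusted p = 0.00957), MHC class II presentation, phagocytosis through Fcγ receptors and interleukin-1 signaling. The sets of Toll-like receptor cascades (99 genes, adjusted p = 0.607), integrin interactions (41 genes, adjusted p = 0.545) and uptake by scavenger receptors (21 genes, adjusted p = 0.545) did not pass under camera. From the TNF term among the enriched pathways, the paper proposes that TNF signaling might take part in the progression of osteoarthritis.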

To further gain an insight into the regulation of signaling pathways, transcription factor (TF) enrichment analysis for upregulated genes was performed using TF-protein-protein interactions. The top-enriched transcriptional factors in macrophages exposed to cartilage fragments were ATF2, STAT3 and NFKB1 (Fig. 3C), which are involved in inflammation-related signaling pathways. Taken together, our results demonstrated that interaction between macrophages and cartilage fragments in the synovium may trigger locally chronic inflammatory response associated with development of synovitis. Therefore, reduction of inflammation mediated by macrophages interacting with cartilage fragments might be a therapeutic strategy to control the progression of osteoarthritic process.

**Figure 3:**
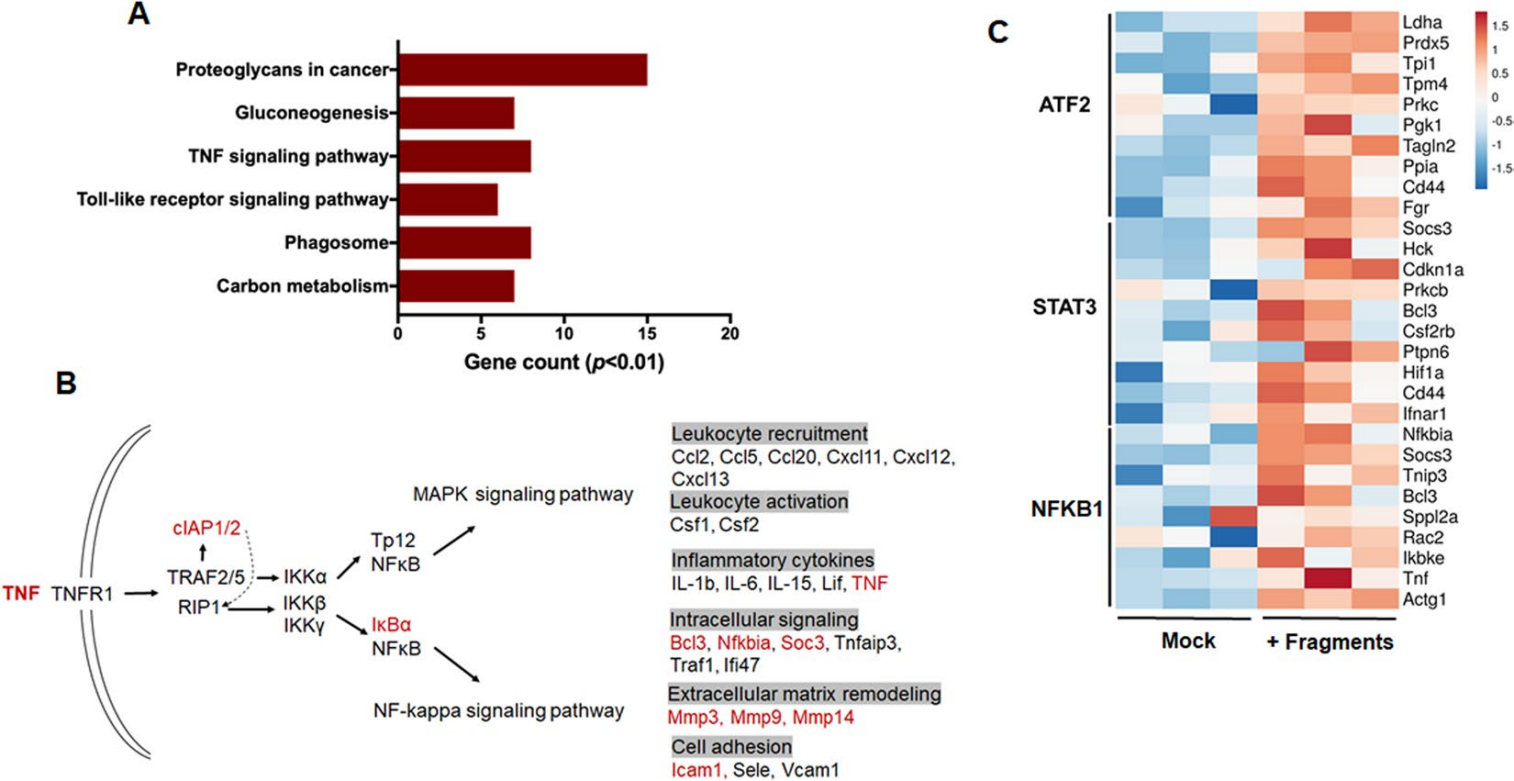
KEGG pathways and transcriptional factors of the differentially expressed genes in macrophages response to cartilage fragments. (**A**) Top enriched pathways. (**B**) TNF signaling pathway generated from KEGG pathway database for the regulated genes in response to cartilage fragments. Red indicates the upregulated genes identified in our study. (**C**) Heat map for the most enriched transcription factors. A scale bar for intense color change from −1.5 or below indicated by blue color or 1.5 or above indicated by red.

### Blockage of macrophage receptors reduced production of TNF-α *in vitro*

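The receptor transcripts Marco, Tlr2 and Itga5 were each higher in every stimulated library than in every control library. Marco (NM_010766, chromosome 1, 120474538 to 120505084), a scavenger receptor with collagenous structure, rose from 25.8 ± 7.08 to 391 ± 35.8 FPKM (SD, n = 3). Its log2 fold change was 3.95 (standard error 0.199, adjusted p = 0.000213 from limma), from 103 fragments in the controls and 1494 in the stimulated libraries. It passed the threshold in all 16 alternatives, with adjusted p of at most 0.00593. Tlr2 (NM_011905, chromosome 3, 83836272 to 83841608) rose from 106.4 ± 12.1 to 145.7 ± 10.4 FPKM, a log2 fold change of 0.46 (standard error 0.111, adjusted p = 0.195 from limma). Itga5 (NM_010577, chromosome 15, 103344286 to 103366748) had 27.1 ± 2.46 FPKM in controls and 38.3 ± 3.37 FPKM with fragments, a log2 fold change of 0.50 (standard error 0.148, adjusted p = 0.310 from limma). Neither Tlr2 nor Itga5 passed in any of the 16 alternatives. Of simulated genes changed by 1 on the log2 scale, a larger change, 18.4% passed, and 58.8% of those with the most fragments. A missing pass at this size therefore does not speak against a rise. The paper reports significant rises of both transcripts by qRT-PCR, which was not analysed here. From scaled fragments Tlr2 passed (adjusted p = 0.00131, against 0.145 to 0.556 over the alternatives) and Itga5 did not (adjusted p = 0.0532, against 0.257 to 0.562).

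**Figure D3:**
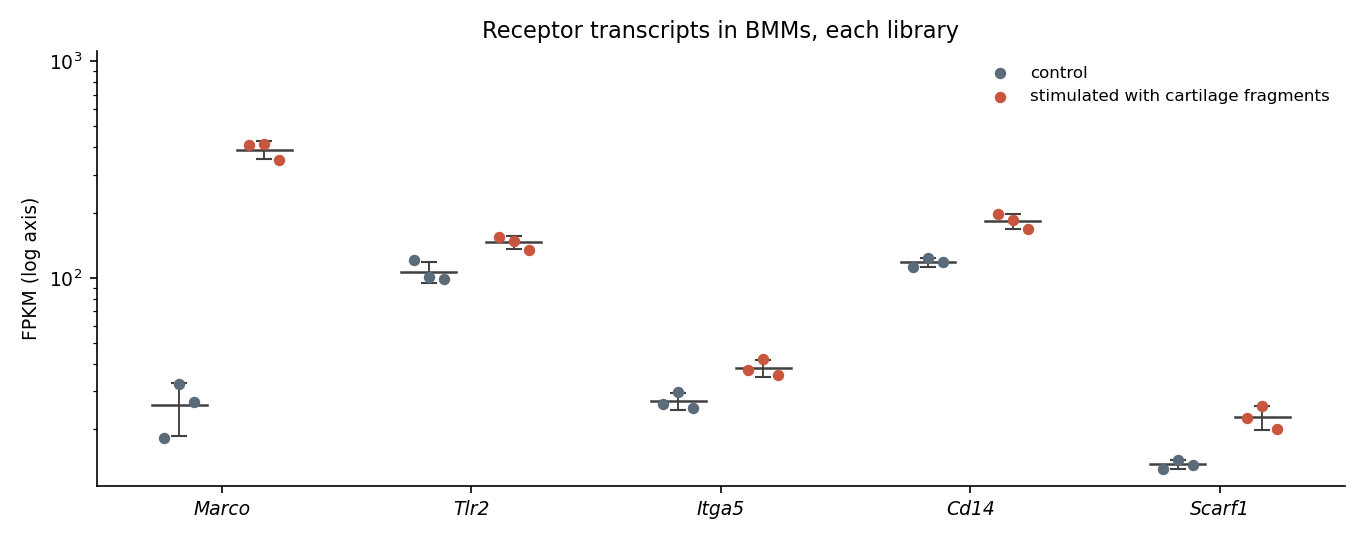
FPKM of 5 receptor transcripts (log axis) in each control and stimulated library; horizontal lines are the group means and bars the SD (n = 3). The stimulated libraries lie above the controls for all 5 genes, and the distance is largest for Marco.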

Our bioinformatic analysis suggested that the macrophages stimulated with cartilage fragments expressed number of cell receptors, including MARCO, TLR2, and ITGα5, which might be involved in cell activation (Fig. 4A). Next, we examined the expression of MARCO TLR2, and ITGα5 in the synovial tissues of 8 OA patients using immunohistochemistry. Synovial tissues from all patients showed positive signals mainly in the intima lining layer and only weak signals were observed within sublining layer (Fig. 4B). In contrast, isotype antibodies did not show any reaction (Fig. 4B). These results confirmed our bioinformatic analysis underling the importance of macrophage receptors in inflammatory responses in OA. From these results, we inferred that blockage of these receptors may suppress the inflammatory response and slowdown the progression of OA. To test the hypothesis, macrophages were pretreated with function-blocking antibodies for mouse MARCO, TLR2, and ITGα5 before culturing with cartilage fragments. The production of TNF-α, which is known as major cytokine involved in the physiopathology of OA, was determined in the supernatant of cultures. Preincubation with 10 µg/ml antibody to TLR2 or ITGα5, but not to MARCO resulted in a significant reduction of TNF-α production in macrophage cultures with cartilage fragments (Fig. 4C). In contract, no significant inhibitions were observed at concentration of 1 µg/ml with all types of antibody as well as with higher concentration (20 µg/ml) of antibody to MARCO or SCARF1 (data not shown). There results revealed that TLRs and integrins offer potential targets for therapeutics.

**Figure 4:**
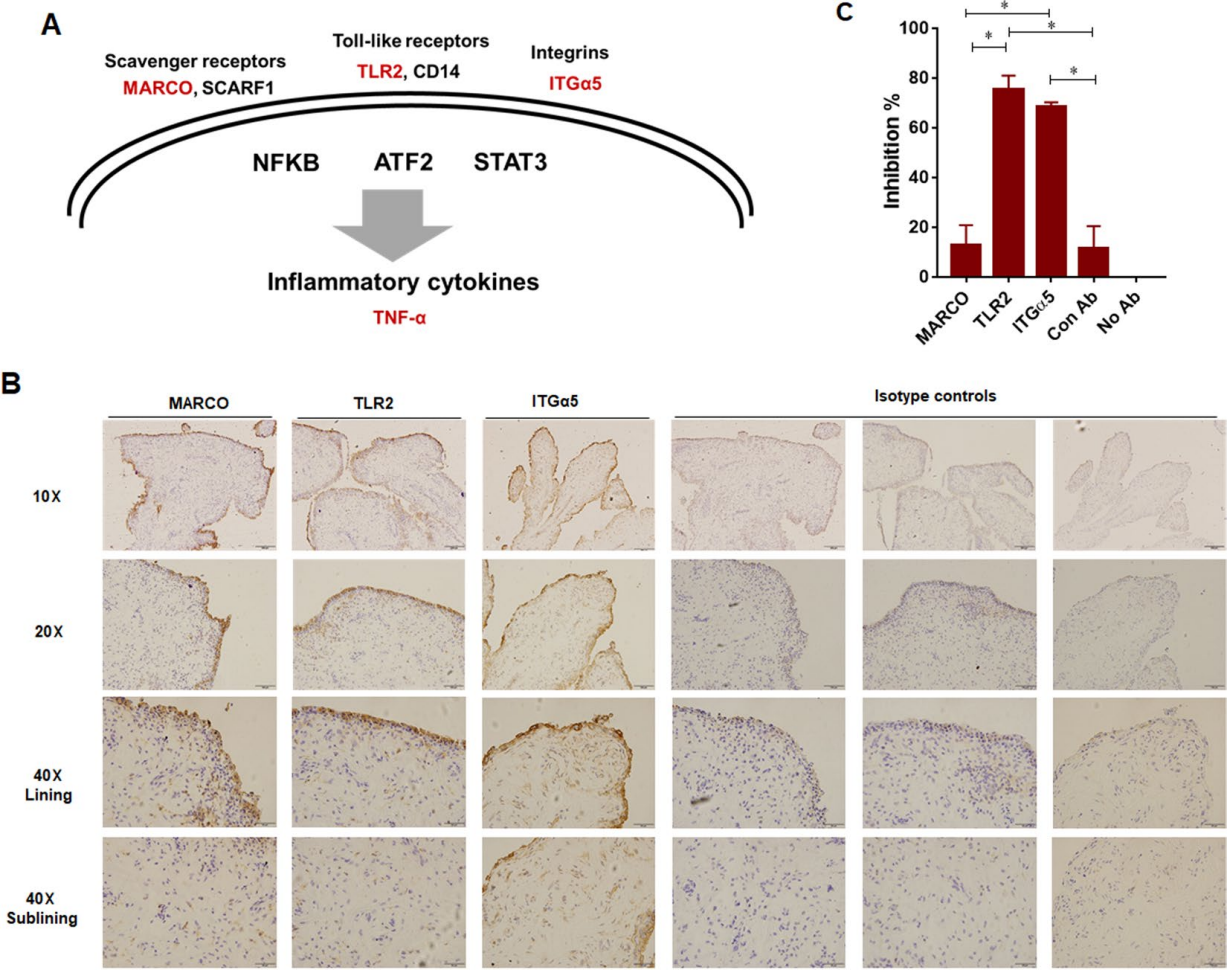
Identification of macrophage receptors to cartilage fragments and functional blocking assay. (**A**) A predicated model of macrophage activation by cartilage fragments based on bioinformatic analysis. (**B**) Detection of MARCO, TLR2 and ITGα5 in synovial tissues of OA patients. Representative images form sections of synovial tissues of 8 OA patients. Lower panels show section stained by rabbit IgG and mouse IgG2 as negative controls. Scale bars are indicated on each image. (**C**) Effects of functional blocking antibodies to MARCO, TLR2 and ITGα5 on the secretion of TNF-α. Macrophages were pretreated with 10 µg/ml for 30 min and then cultured with cartilage fragments. Results are presented as means ± standard errors of the means from 4 wells values for each treatment. Significant difference was determined by one-way ANOVA followed by Tukey’s multiple-comparison procedure. The results are representative of two independent experiments. Experiments were repeated twice for reproducibility of data.

## Discussion

A growing evidence highlights that synovitis is associated with progressive OA and failure of joint, which may suggest the benefits of anti-inflammatory intervention. Addressing the molecular pathways initiating and perpetuating the inflammation in the joint will provide novel therapeutic approach for OA^15,16^. The presence of cartilage fragments in OA joint is closely associated with all stage of disease due to breakage of cartilage under mechanical stress. However, the precise role of cartilage fragments in initiating inflammation and OA process has not been clearly demonstrated. Given the fact that resident macrophages are the major immune cells in synovium encountering the components of damaged cartilage, we studied the gene profiling of macrophages stimulated with cartilage fragments.

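The transcripts of the receptors Cd14 and Scarf1 were also higher in every stimulated library than in every control library. Cd14 (NM_009841, chromosome 18, 36725064 to 36726815), a co-receptor of Toll-like receptors, rose from 118.0 ± 5.28 to 183 ± 14.8 FPKM (SD, n = 3), a log2 fold change of 0.63 (standard error 0.093, adjusted p = 0.0388 from limma). It passed the threshold in 7 of 16 alternatives and in none of the 6 with a library left out, where its adjusted p lay between 0.0557 and 0.2003, and it passed from scaled fragments (adjusted p = 0.000219, against 0.026 to 0.34 over the alternatives). Scarf1 (NM_001004157, chromosome 11, 75513541 to 75526580) rose from 13.8 ± 0.686 to 22.7 ± 2.82 FPKM, a log2 fold change of 0.71 (standard error 0.171, adjusted p = 0.187 from limma), with 83 fragments in the controls and 131 in the stimulated libraries. In a list of 16 macrophage genes, which holds Cd14, the median log2 fold change was 0.15 and 12 genes were higher (camera, adjusted p = 3.1e-05). Table S1 holds 5 of them, and without these 7 of 11 genes were higher, with a median of 0.11 (camera, adjusted p = 0.159, and 0.00889 under fry).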

Our data demonstrated that macrophages expressed a wide variety of cell-surface receptors in order to recognize and internalize cartilage fragments, including Tlr2, Cd14, Marco, Scarf1, and Itga5. These results are consistent with earlier findings highlighted that TLR2, ITGα5, CD14 and MARCO are strongly expressed in synovial tissues and are involved in progression of OA in experimental models^17–20^. It is evident that components from damaged extracellular matrix, including fibronectin, aggrecan, biglycan, tenascin C, and intracellular proteins of necrotic cells act as danger-associated molecular patterns (DAMPs) that trigger inflammatory responses through activating pattern recognition receptors such as Toll-like receptors and Nod-like receptors^21,22^. Moreover, macrophages can recognize apoptotic cells derived-particles or dying host cell-associated molecules by A scavenger receptors such as SR-A1 and MARCO, class B scavenger receptors such as SR-B1 and CD36, fibronectin receptors such as integrins, Fc receptors such as FcγRIII and complement receptors (CRs) such as CR3, and C-type lectins such as Dectin-1 and Mincle^23^. Activation of these receptors initiates specific intracellular signaling transduction pathways that promote the production of proinflammatory cytokines and the recruitment of leukocytes into the site of injury^21,22^.

Upon phagocytosis of damaged tissues by macrophages, the undigested materials trigger lysosomal damage followed by inflammasome activation and production of proinflammatory cytokines including IL-1β and IL-18. In a related study, Jin *et al*., showed that hydroxyapatite crystals found in OA joints simulate robust secretion of macrophages IL-1β and IL-18 in a NLRP3 inflammasome-dependent manner^24^. However, our data showed that IL-1β was not upregulated in macrophages stimulated with cartilage fragments. 

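In the RNA-seq libraries Il1b (NM_008361, chromosome 2, 129364580 to 129371120) was listed at 2.38 ± 0.0534 FPKM in control macrophages and at 15.0 ± 0.544 FPKM in stimulated macrophages (SD, n = 3). Its log2 fold change was 2.6 (standard error 0.218, adjusted p = 0.00283 from limma), and it passed the threshold in all 16 alternatives and from scaled fragments (adjusted p = 0.00362, against 0.00229 to 0.0401 over the alternatives). These values rest on few fragments, 6 over the 3 control libraries and 36 over the 3 stimulated libraries. At so few fragments the SD of each group lies far below its counting error. The SD, the standard error and the adjusted p from limma therefore overstate the precision of this change. The exact two-sided binomial test of these sums, given the depth of the groups, gave p = 1.2e-06, which covers counting error only. The gene is absent from Table S1, in which no gene has a lower mean FPKM or fewer fragments over the 6 libraries, though Ptges, which it lists, had a lower mean FPKM in controls. In the Reactome set of interleukin-1 signaling 22 of 39 genes were higher, with a median log2 fold change of 0.05 (camera, adjusted p = 0.149, and 0.0239 under fry).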

In consistent with our data, a recent study showed that Il-1β, and Nlrp3 inflammasome are not key mediators in murine menisectomy model of osteoarthritis^25^. On the other hand, macrophages stimulated with cartilage fragments upregulated number of genes that are predominantly expressed in synovitis of OA patients such as TNF, CCL9, CXCL16, and PTGES^15,16,21,26–29^. 

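Ptges (NM_022415, chromosome 2, 30889471 to 30903297), which encodes prostaglandin E synthase, rose from 1.68 ± 0.256 to 16.9 ± 2.21 FPKM (SD, n = 3). The log2 fold change was 3.25 (standard error 0.254, adjusted p = 0.00189 from limma), from 13 fragments in the controls and 125 in the stimulated libraries, and it passed the threshold in all 16 alternatives. The chemokine Ccl9 (NM_011338, chromosome 11, 83572917 to 83578636) rose from 141.5 ± 11.0 to 186 ± 15.9 FPKM, a log2 fold change of 0.39 with an adjusted p of 0.212 from limma, 0.157 to 0.582 over the alternatives and 0.00429 from scaled fragments. Cxcl16 (NM_023158, chromosome 11, 70454234 to 70459984) had 179.5 ± 8.99 FPKM in controls and 226 ± 18.4 FPKM in stimulated macrophages, a log2 fold change of 0.33 with an adjusted p of 0.242 from limma, 0.183 to 0.611 over the alternatives and 0.0061 from scaled fragments. In these 3 genes the groups did not overlap.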

In line with our findings, damaged extracellular matrix-derived molecules including biglycan, decorin, versican, tenascin-C, fibrinogen and hyaluronic are known to elicit a sterile proinflammatory response in macrophages via interacting with TLR2 and TLR4. The interaction between these molecules and TLR2, 4 leads to activation of adaptor molecule myeloid differentiation primary response gene 88 (MyD88) resulting in production of proinflammatory mediators including TNF-α, IL-1β, CXCL1, CXCL2, CCL2^30^. In addition, MyD88-dependent TLR signaling activates IRAK family of kinases, which in turn stimulate the E3 ubiquitin ligase activity of TRAF6 and transforming growth factor-β-activated kinase 1 (TAK1) resulting in NF-κB activation^31^.

Another positive regulator of inflammatory response found in the gene profile was Aif1, which is known to be highly expressed in synovial tissues of rheumatoid arthritis patients^32^. In addition, macrophages in response to cartilage fragments stimulation expressed proteolytic enzymes including matrix metalloproteinases Mmp9 and Mmp14, and disintegrin and metalloproteinase domain-containing protein 17 (Adam17), which are known to be involved in demineralization of bone, degradation of components of the extracellular matrix and digestion of matrix proteins^33–36^. 

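The transcripts of Mmp9, Mmp14 and Adam17 were higher in every stimulated library than in every control library. Mmp14 (NM_008608, chromosome 14, 54431604 to 54441258) rose from 67.3 ± 7.08 to 140.6 ± 21.4 FPKM (SD, n = 3), a log2 fold change of 1.06 (standard error 0.140, adjusted p = 0.0278 from limma). It passed the threshold in 10 of the 15 alternatives that tested it, with the replicate block left out of the count. It did not pass without trend and robust moderation, nor without control replicate 1, control replicate 2, stimulated replicate 1 or stimulated replicate 2, where its adjusted p from limma was 0.1002, 0.101, 0.136 and 0.122. In scaled fragments its log2 fold change was 1.18 (adjusted p = 0.326, against 0.0182 to 0.253 over the 15 alternatives). With reference transcripts only, its log2 fold change was -2.80 (adjusted p = 0.831). Mmp9 (NM_013599, chromosome 2, 164948219 to 164955849) rose from 9.93 ± 4.64 to 25.6 ± 4.6 FPKM, a log2 fold change of 1.44 (standard error 0.326, adjusted p = 0.154 from limma, 0.0551 to 0.452 over the alternatives and 0.00592 from scaled fragments). Adam17 (chromosome 12, 21323509 to 21373632) changed from 60.9 ± 1.64 to 82.0 ± 7.46 FPKM, a log2 fold change of 0.42 (standard error 0.112, adjusted p = 0.242 from limma, 0.189 to 0.548 over the alternatives and 0.00556 from scaled fragments).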

Not surprisingly, our bioinformatic analysis revealed that the upregulated genes in stimulated macrophages were significantly enriched in rheumatoid arthritis. Together, these results reveal that macrophages elicited both inflammatory and catabolic molecules in response to cartilage fragments that may reflect the pathogenesis of osteoarthritis. Our future research includes studying the transcriptional profile of chondrocytes co-cultured with stimulated macrophages by cartilage fragments in order to understand the molecular mechanism associated with cartilage degeneration.

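A list of 30 target genes of TNF and NF-κB, curated beforehand, was followed in the RNA-seq libraries. Of its 28 tested genes, 26 were higher in stimulated macrophages, with a median log2 fold change of 0.90 (camera with a preset correlation of 0.01, adjusted p = 1.1e-14). Of the 14 lists tested this way, 9 passed an adjusted p of 0.05, 7 passed with the correlation estimated from the data and 8 under fry. The list of TNF and NF-κB targets passed all of these, with an adjusted p of 0.0286 for the estimated correlation and of 0.0015 for fry. Table S1 holds 8 of its genes. Without them 18 of 20 genes were higher, with a median of 0.74 (adjusted p = 1.3e-07 under camera, 0.0464 with the estimated correlation and 0.00258 under fry). Single genes of the list outside Table S1 included Tnfaip3, which rose from 15.8 ± 2.06 to 29.1 ± 2.00 FPKM (SD, n = 3; log2 fold change 0.88, standard error 0.17), and Cxcl2, which rose from 4.59 ± 2.70 to 26.8 ± 2.55 FPKM (log2 fold change 2.76, standard error 0.507). Both were chosen after their values were seen. Ptgs2 had a log2 fold change of -0.40 (standard error 0.274). The libraries measure transcripts, and the activity of NF-κB itself is not measured by them.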

The most important findings in our study is that cartilage fragments activated TNF signaling pathway through nuclear factor-kappa B (NF-κB) intracellular signaling pathway. NF-κB pathway is crucial for development of synovitis features of the OA joint, and thus has been documented as a promising therapeutic target^37^. In fact, NF-κB pathway play a key regulatory role in both stress and inflammatory in OA through regulating other transcription factors, including E74-like factor 3 (ELF3) and HIF-2α. This leads to an upregulation of IL-8, IL-1β, IL-6, TNF-α and receptor activator of nuclear factor kappa-B ligand (RANKL), cyclooxygenase 2 (COX2) and angiogenic factor of vascular endothelial growth factor (VEGF) in the synovium^38^. Our further results showed that blockage of TLR2 and ITGα5 but not scavenger receptors (MARCO or SCARF1) inhibited the production of TNF-α of macrophages in response to cartilage fragments. These results are consistent with earlier studies documenting that TLR2 is upregulated in the synovial tissue from OA patients and is involved in the pathogenesis of osteoarthritis^39–41^. Signaling via TLRs leads to a rapid activation of NF-κB associated with the elevated expression of proinflammatory cytokines and synovial macrophage^25^. Likewise, ITGα5 is the most promiscuous member of integrin that interacts with variety of proteins such as vitronectin, fibronectin, and thrombospondin and is known to mediate a vascular development inflammation and matrix degradation in OA^17,42^. ITGα5 can promote an NF-κB signaling pathway resulting in a unique gene expression program involved in inflammation^43^. On the other hand, the inability of MARCO antibody to inhibit TNF-α production can be explained by the fact that scavenger receptors limit production of proinflammatory cytokines of innate immune cells in response to bacterial and fungal pathogens as well as crystalline silica particles^44,45^. Taken together, macrophages exposed to cartilage fragments elicited common gene expression signatures for synovitis and inflammation in the joint. Continuing research on TLR2 and ITGα5 as therapeutic targets may aid in designing novel medications for osteoarthritis.

The major limitations in the current study include inability to use human samples in this cartilage fragments stimulation model. In fact, we were not able to prepare cartilage fragments from patients undergoing knee arthroplasty due to the damaged or inflamed condition of cartilage tissue in the patients. Moreover, the macrophages used in the current study were bone marrow-derived macrophages, which might exhibit different molecular responses from synovial resident macrophages. Our future study includes analyzing gene profiling of human synovial macrophage phagocytizing cartilage fragments (only TLR2-positive macrophages) to gain the precise molecular responses to cartilage fragments. One more limitation is the lack of *in vivo* data of inhibitory assay using blocking antibodies in animal models. In fact, surgically induced-animal models do not produce enough cartilage fragments in the joint and seem to be not suitable for confirming our findings.

In conclusion, we report fundamental knowledge regarding the molecular responses of macrophages to cartilage fragments. Our data provide a new insight into the molecular pathogenesis of osteoarthritis and shed light on new molecular candidates for therapeutic intervention and diagnostic applications.

## Methods

### Ethics statement. Ethics statement

Our study was conducted according to the protocol guidelines of Hokkaido University and approved by the Research Ethics Review Committee of Hokkaido University. All procedures for animal experiments were performed based on the ethical guidelines approved by the animal care committee of Hokkaido University. (approval ID:17-0085). Our research protocols for human samples used in this study was approved by the Research Ethics Review Committee of Hokkaido University Hospital (approval ID: 016-0177). Informed consents for the use of samples in our research were obtained from all donors.

### Preparation of cartilage fragments and culture with macrophages

Cartilage fragments and murine macrophages were prepared and cultured as described in our earlier study^12^. Briefly, cartilages were isolated from femoral head cartilages of 4-week-old wild type C57BL/6 male mice and then crushed by Multi Beads Shocker (Yasui Kikai, Osaka, Japan) for 1 minute at 2500 rpm. Fragments were washed twice using ice-cold phosphate-buffered saline buffer (PBS; Nacalai tesque, Kyoto, Japan) and subjected to a particle image analyzer Morphologi G3 (Malvern Instruments, Malvern, UK) and scanning electron microscope (SEM):S-4800 (Hitachi High-Technologies Corporation, Tokyo, Japan) for examining their sizes, shapes and surface topography. Endotoxins in the suspended PBS-cartilage fragments were determined using ToxinSensor Single Test Kit (GenScript, Piscataway, USA). Prepared cartilage fragments had sizes (0.54 to 55μm with a mean of 3.11μm), shapes and surface topography similar to those found in patients with osteoarthritis^14^. Endotoxins were below the detection limit of kit (0.015 EU/ml) in all tested samples. Bone marrow cells (BMC) were isolated from the same mice sacrificed for cartilage fragments and added to monocyte isolation kit BM (Miltenyi Biotec, Bergisch Gladbach, Germany). Cells were then cultured in RPMI-1640 with 25 mg/l penicillin/streptomycin and 10% heat-inactivated fetal bovine serum (Sigma-Aldrich, St. Louis, USA) supplemented with 50 ng/ml mouse recombinant macrophage colony-stimulating factor (Mcsf; PeproTech, Rocky Hill, USA) for 7 days. Thereafter, differentiated macrophages were detached and seed in 24-well-plates at 2×10^5^ cells/well. Moreover, thioglycolate (Sigma-Aldrich)-elicited peritoneal macrophages were harvested in PBS, washed and seed in 24-well-plates at 2×10^5^ cells/well. Macrophages were cultured for 2 h in RPMI-1640 supplemented with 25 mg/l penicillin/streptomycin and 10% heat-inactivated fetal bovine serum and attached cells were washed by PBS for further stimulation. Cartilage fragments were resuspended in medium and added to macrophage cultures at ratio of 5:1 for a cultivation period of 24 h.

### RNA isolation, library generation and sequencing

Differentiated macrophages cultured with or without cartilage fragments were lysed with TRIzol Reagent (Invitrogen, Carlsbad, USA) and harvested for RNA purification. RNA was purified using RNeasy Plus Mini kit (QIAGEN, Hilden, Germany) according to the manufacturer’s instructions, and integrity of each RNA sample was assessed by determining 28 S/18 S ribosomal RNA bands with an Agilent 2100 bioanalyzer (Agilent Technologies, Santa Clara, USA). High-quality DNA-free RNA with integrity score> 9.0 was used to generate libraries using the TruSeq Stranded mRNA Sample Preparation Kit (Illumina, San Diego, USA) and their quality was examined by Bioanalyzer High sensitivity DNA kit (Agilent Technologies). The paired-end reads (100 bp) were further obtained by Illumina HiSeq. 2500 (Illumina). 60 million reads per sample were mapped by alignment to mouse genome (mm10) using TopHat and Bowtie, normalized using the Trimmed Mean of M values (TMM) process, and then annotated using Cufflinks and Cuffdiff (http://cole-trapnell-lab.github.io/cufflinks/cuffdiff/index.html). Low calculated fragments per kilobase of transcript per million mapped reads (FPKM) were removed^46^. The RNA-seq data are publicly available at the Gene Expression Omnibus (GEO) database (http: www.ncbi.nlm.nih.-gov/geo/) under the accession number GSE141308.

### Bioinformatics analysis

Significantly expressed genes with p-value <0.05 were subjected to gene ontology (GO) enrichment analyses, enrichment analyses of KEGG (Kyoto Encyclopedia of Genes and Genome) pathway^47^ and PANTHER and Reactome databases (http://geneontology.org/). The Database for Annotation Visualization and Integrated Discovery online tools (DAVID: https://david.ncifcrf.gov/) was used for analyses. The cut-off values for statistically significant differences of each enriched term were gene count>4 and p < 0.001. To confirm the results of the gene enrichment, further analyses were carried out by using Gene Ranker (http://www.genomatix.de/) and Toppgene (https://toppgene.cchmc.org/enrichment.jsp). The differences in fold changes were visualized by heat map (http://biit.cs.ut.ee/clustvis/).

### Quantitative real-time reverse transcription polymerase chain reaction (qRT–PCR)

First-strand cDNA was synthesized from purified RNA (0.5 µg) of each sample using GoScript Reverse Transcriptase kit (Promega, Madison, USA) to cDNA. The qRT-PCR was performed using SYBR_ Premix Ex Taq II (Takara, Shiga, Japan) with specific primers (Table S7) on a Thermal Cycler Dice System 2 (Takara). Gene expression of target gene was calculated after normalizing to the expression of GAPDH housekeeping gene using the 2^ΔΔCT^ method.

### Human synovial tissues and immunohistochemistry

Synovial tissue samples were collected from the suprapatellar pouch of 8 OA patients (5 women and 3 men; mean age 75 years, range 53–84) undergoing total knee arthroplasty. All OA cases were diagnosed according to clinical features and X-ray imaging and they were Kellgren and Lawrence grade IV. Tissues from inflamed synovial membranes were chosen according to standardized macroscopic criteria established by Ayral^48^. Obtained tissues were embedded in Tissue-Tek OCT compound (Sakura Finetek Japan, Tokyo, Japan) and snap-frozen in liquid nitrogen. Thereafter, frozen tissues were sectioned (5 µM) were fixed with actetone for 10 minutes, air-dried, and blocked with 0.3% H2O2 for 10 minutes to prevent endogenous peroxidase reactivity. The slides were blocked with PBS-containing 1% bovine serum albumin plus 5% horse serum for 1 hour and incubated with primary antibodies including 1:50 monoclonal mouse anti-human TLR2 (Toll-like receptor 2) (Abcam, Cambridge, UK), 1:250 polyclonal rabbit anti-human MARCO (macrophage receptor with collagenous structure) (Atlas Antibodies, Stockholm, Sweden) and 1:100 monoclonal rabbit anti-human ITGα5 (integrin alpha 5) (Abcam) overnight at 4 °C. After washing with PBS-0.05% Tween (Wako, Osaka, Japan), slides were incubated for 30 minutes with each respective secondary antibody (Abcam). Signal was amplified with horseradish peroxidase (HRP)-conjugated streptavidin using a Vectastain Elite ABC kit (Vector Laboratories, Burlingame, USA) followed by counterstaining with hematoxylin. Staining specificity was confirmed by utilizing isotype-matched immunoglobulin controls including mouse IgG2a and rabbit IgG (Abcam).

### Antibody blocking assay

Functional blocking antibody of each target cell receptor was added to macrophage cultures to inhibit their interaction with cartilage fragments. Antibodies included anti-TLR2 (InvivoGen, San Diego, USA), anti-MARCO (Serotec, Hercules, USA), anti-ITGα5 (Millipore, Burlington, USA) and mouse IgGs (GeneTex, Irvine, USA) used as negative control. Bone marrow-derived macrophages were cultured in medium supplemented with different blocking antibodies at concentrations of 1 or 10 μg/ml for 30 min. Thereafter, cells were washed twice with ice-cold PBS and cultured with cartilage fragments at ratio of 1:5 for 24 h. Stimulation with lipopolysaccharides (LPS; 50 ng/mL Sigma-Aldrich) was used as positive control to verify the condition of experiment. Supernatant of cultures was harvested for detection of TNF-α by enzyme linked immunosorbent assay (ELISA). Assay was preformed according to the manufacturer’s instructions: mouse TNF-α detection ELISA kit (R&D Systems, Minneapolis, USA).

### Statistical analysis

The false discovery rate (FDR) control method with a threshold of p-value <0.05 by multiple tests were used to determine the significant differences in transcripts between macrophages cultured with cartilage fragments and cultured alone (mock). A gene was considered significantly differentially expressed when its FDR corrected p-value (q-value) was <0.05. Student’s t test was performed to compare the results of the gene expression examined by qRT-PCR. One-way analysis of variance (ANOVA) followed by Tukey’s multiple-comparison procedure was performed to evaluate the differences among groups treated with antibodies. Results were presented as means ± standard errors of the means (SEM) and considered statistically significant at *p* ≤ 0.05 (GraphPad, San Diego, USA).

## Supplementary information

Supplementary Information.

# Supplementary material for: Transcriptional profiling of murine macrophages stimulated with cartilage fragments revealed a strategy for treatment of progressive osteoarthritis
**Source:** Sci Rep. 2020 May 5;10:7558. doi: 10.1038/s41598-020-64515-1
**Supplement:** Supplementary file 1 — Supplementary Information.

**Transcriptional profiling of murine macrophages stimulated with cartilage fragments revealed a strategy for treatment of progressive osteoarthritis**

Masanari Hamasaki^1^, Mohamad Alaa Terkawi^1, 2^, Tomohiro Onodera^1, 2^, Yuan Tian^1^, Taku Ebata^1^, Gen Matsumae^1^, Hend Alhasan^1^, Daisuke Takahashi^1^, Norimasa Iwasaki^1, 2^

**Supplementary information**

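Table S1 gives 153 genes upward and 105 downward, each with a p, a q and a log2 fold change of stimulated over control macrophages from Cuffdiff. The largest q in the table is 0.0497. The median absolute log2 fold change in the table is 0.485, and 224 of its entries lie under 1. Entries are named by gene symbol, without a transcript. In the deposited values the gene of Table S1 with the lowest mean had 9.27 FPKM, and the one with the fewest fragments had 114 over the 6 libraries, where 4618 of the tested genes had a lower mean FPKM. The median of the means was 72.9 FPKM.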

**Table S1.** Significantly up- and down-regulated genes in macrophages stimulated with cartilage fragments.

| Gene Symbol | Gene name (or Protein name) | p value | q value | log2 FC |
| --- | --- | --- | --- | --- |
| Marco  Ptges  Saa3  Irg1  Hp  Fpr2  Clec4e  Pilra  Slpi  Ly6c2  Socs3  Tnf  Fpr1  Slc2a6  Acsl1  Tarm1  C3  Mmp9  Ehd1  Sod2  Cav1  Marcksl1  Slc31a2  Il2rg  Irak3  Pf4  Aoah  Arl5c  Lpcat2  Mfsd7a  Mmp14  Aif1  Glrx  Nck1  Myadm  Tnip3  Ccdc86  Bst1  Tgfbi  Bcl3  Msmo1  Aldoc  Nlrp3  Pfkl  Fam102b  Prdx5  Ikbke  Abracl  Sdc4  Hcls1  Pid1  Lilr4b  Lst1  Kcnn4  Fgr  Hif1a  Scarf1  Cpd  Ctsc  Icam1  C1qa  Dnajc10  Slc16a10  Cd14  Hsd17b12  Gaa  N4bp1  Lcp2  Tagln2  Sdc1  Birc3  Wfdc17  Bst2  Ptgir  Hck  Adgre1  Acpp  Nfkbia  Cfp  B4galt6  Acp2  Gmfg  Nadk  Rhoq  Pbxip1  Atp5h  Cdkn1a  Tgm2  Dock7  Pgap2  Txn1  Cd81  Cd52  Cyfip1  Plek  Ptpn7  Slc25a37  Tlr2  Ifnar1  Tpm4  Anxa3  Igsf6  Cd302  Pirb  Slfn2  Cmklr1  Itga5  Lars2  Neat1  Gnas  Rab10  Atox1  Pgk1  Mapkapk2  Ccl9  Ankrd13a  Slc31a1  Rn45s  Slfn5  Lgals3bp  Arl5a  Flna  Actg1  Sppl2a  Cxcl16  Gapdh  Tpi1  Alas1  Rac2  Adam17  Cd44  Rassf4  Ldha  Clptm1  Ptpn6  Fam20c  Mvp  Prkcb  Cybb  Tmsb4x  Prdx1  Rhog  Esd  Ms4a7  Cstb  M6pr  Ptprj  Rnf149  Tnfaip2  Ppia  C1qb  Csf2rb  Gpi1 | Macrophage receptor with collagenous structure  Prostaglandin E synthase  Serum amyloid A-3  Aconitate decarboxylase  Haptoglobin  Formyl peptide receptor 2  C-type lectin domain family 4 member E  Paired immunoglobulin-like type 2 receptor alpha  Secretory leukocyte protease inhibitor  Lymphocyte antigen 6C2  Suppressor of cytokine signaling 3  Tumor necrosis factor  N-formyl peptide receptor  Solute carrier family 2, facilitated glucose transporter member 6  Long-chain-fatty-acid--CoA ligase 1)  T-cell-interacting,-activating receptor on myeloid cells protein 1  Complement C3  Matrix metalloproteinase-9  EH domain-containing protein 1  Superoxide dismutase  Caveolin-1  Macrophage myristoylated alanine-rich C kinase substrate  Solute carrier family 31 member 2  Interleukin-2 receptor subunit gamma  Interleukin-1 receptor-associated kinase 3  Platelet factor 4  Acyloxyacyl hydrolase  ADP-ribosylation factor-like protein 5C  Lysophosphatidylcholine acyltransferase 2  Major facilitator superfamily domain containing 7A  Matrix metalloproteinase-14  Allograft inflammatory factor 1  Glutaredoxin-1  NCK adaptor protein 1  Myeloid-associated differentiation marker  TNFAIP3-interacting protein 3  Coiled-coil domain-containing protein 86  Bone marrow stromal antigen 1  Transforming growth factor, beta induced  B-cell lymphoma 3 protein homolog  Methylsterol monooxygenase 1  Fructose-bisphosphate aldolase C  NACHT, LRR and PYD domains-containing protein 3  ATP-dependent 6-phosphofructokinase, liver type  Protein FAM102B  Peroxiredoxin-5, mitochondrial  Inhibitor of nuclear factor kappa-B kinase subunit epsilon  ABRA C-terminal-like protein  Syndecan-4  Hematopoietic cell-specific LYN substrate 1  Phosphotyrosine interaction domain-containing protein 1  Leukocyte immunoglobulin-like receptor, subfamily B, member 4B  Leukocyte-specific transcript 1 protein  Intermediate conductance calcium-activated potassium channel protein 4  Tyrosine-protein kinase Fgr  Hypoxia-inducible factor 1-alpha  Scavenger Receptor Class F Member 1  Carboxypeptidase D  Cathepsin C  Intercellular adhesion molecule 1  Complement C1q subcomponent subunit A  DnaJ homolog subfamily C member 10  Solute carrier family 16 member 10  Monocyte differentiation antigen CD14  17-beta-hydroxysteroid dehydrogenase 12  Lysosomal alpha-glucosidase  NEDD4-binding protein 1  Lymphocyte cytosolic protein 2  Transgelin-2  Syndecan-1  Baculoviral IAP repeat-containing protein 3  WAP four-disulfide core domain 17  Bone marrow stromal antigen 2  Prostaglandin I2 receptor  Tyrosine-protein kinase HCK  Adhesion G Protein-Coupled Receptor E1  Prostatic acid phosphatase  NF-kappa-B inhibitor alpha  Complement factor P  Beta-1,4-galactosyltransferase 6  Acid Phosphatase 2, Lysosomal  Glia maturation factor  NAD kinase  Rho-related GTP-binding protein RhoQ  Pre-B-cell leukemia transcription factor-interacting protein 1  ATP synthase, H+-transporting, mitochondrial F0 complex, subunit D  Cyclin-dependent kinase inhibitor 1  Transglutaminase-2  Dedicator of cytokinesis protein 7  Post-GPI attachment to proteins factor 2  Thioredoxin  CD81 antigen  CD52 antigen  Cytoplasmic FMR1-interacting protein 1  Pleckstrin  Tyrosine-protein phosphatase non-receptor type 7  Solute carrier family 25 member 37  Toll-like receptor 2  Interferon alpha/beta receptor 1  Tropomyosin-4Homo sapiens serum/glucocorticoid regulated kinase (SGK)  Annexin A3  Immunoglobulin superfamily member 6  CD302 antigen  Paired immunoglobulin-like receptor B  Schlafen 2  Chemokine-like receptor 1  Integrin alpha-5  Leucyl-tRNA synthetase  Nuclear Paraspeckle Assembly Transcript 1  Guanine nucleotide-binding protein G(s) subunit alpha isoforms short  Ras-related protein Rab-10  Copper transport protein ATOX1  Phosphoglycerate kinase 1  MAP kinase-activated protein kinase 2  C-C motif chemokine 9  Ankyrin repeat domain-containing protein 13A  Solute carrier family 31 member 1  45S pre-ribosomal RNA  Schlafen family member 5  Lectin galactoside-binding soluble 3-binding protein  ADP-ribosylation factor-like protein 5A  Filamin-A  Actin, cytoplasmic 2  Signal peptide peptidase-like 2A  C-X-C motif chemokine 16  Glyceraldehyde-3-phosphate dehydrogenase  Triosephosphate isomerase  Delta-aminolevulinate synthase 1  Ras-related C3 botulinum toxin substrate 2  Disintegrin and metalloproteinase domain-containing protein 17  CD44 antigen  Ras association domain-containing protein 4  L-lactate dehydrogenase A chain  Cleft lip and palate transmembrane protein 1 homolog  Tyrosine-protein phosphatase non-receptor type 6  Extracellular serine/threonine protein kinase FAM20C  Major vault protein  Protein kinase C beta type  Cytochrome b(558) subunit beta  Thymosin beta-4  Peroxiredoxin-1  Rho-related GTP-binding protein RhoG  Esterase D  Membrane-spanning 4-domains, subfamily A, member 7  Cystatin-B  Cation-dependent mannose-6-phosphate receptor  Protein tyrosine phosphatase  RING finger protein 149  Tumor necrosis factor alpha-induced protein 2  Peptidyl-prolyl cis-trans isomerase A  Complement C1q subcomponent subunit B  Cytokine receptor common subunit beta  Glucose-6-phosphate isomerase | 5.00E-05  0.00065  5.00E-05  5.00E-05  5.00E-05  5.00E-05  5.00E-05  5.00E-05  5.00E-05  5.00E-05  0.0001  5.00E-05  5.00E-05  0.0015  0.0009  0.00115  5.00E-05  5.00E-05  5.00E-05  5.00E-05  5.00E-05  5.00E-05  0.0009  5.00E-05  5.00E-05  5.00E-05  5.00E-05  5.00E-05  5.00E-05  0.00215  5.00E-05  0.0004  5.00E-05  0.0023  5.00E-05  0.00015  0.0016  5.00E-05  5.00E-05  0.00105  0.00035  0.0014  5.00E-05  5.00E-05  5.00E-05  5.00E-05  5.00E-05  0.0001  5.00E-05  5.00E-05  5.00E-05  5.00E-05  0.00065  0.0013  5.00E-05  5.00E-05  0.00225  5.00E-05  5.00E-05  5.00E-05  5.00E-05  5.00E-05  5.00E-05  5.00E-05  0.00065  0.00015  5.00E-05  0.00105  5.00E-05  0.0004  0.0001  0.00145  0.0027  0.0012  5.00E-05  5.00E-05  0.0027  0.00095  5.00E-05  0.00035  5.00E-05  0.0006  5.00E-05  0.0007  0.0002  0.0003  0.0004  5.00E-05  0.0009  0.001  5.00E-05  0.00095  5.00E-05  5.00E-05  5.00E-05  0.00275  0.00195  5.00E-05  0.00055  5.00E-05  5.00E-05  5.00E-05  0.0007  5.00E-05  5.00E-05  0.0013  0.0014  0.00045  5.00E-05  0.0018  0.0017  0.00055  0.0002  5.00E-05  5.00E-05  0.00125  0.0002  5.00E-05  0.0007  5.00E-05  0.0006  5.00E-05  0.00015  0.0006  5.00E-05  5.00E-05  0.0004  0.0001  0.0009  0.0007  0.00045  5.00E-05  5.00E-05  0.0018  0.0011  0.0002  0.00105  0.0016  0.0022  0.0016  0.00105  0.0013  0.0003  0.0012  0.0003  0.0016  0.0008  0.0009  5.00E-05  0.00015  0.00275  0.00195  0.00085 | 0.00185882  0.0162463  0.00185882  0.00185882  0.00185882  0.00185882  0.00185882  0.00185882  0.00185882  0.00185882  0.00342946  0.00185882  0.00185882  0.0297578  0.0207375  0.0248176  0.00185882  0.00185882  0.00185882  0.00185882  0.00185882  0.00185882  0.0207375  0.00185882  0.00185882  0.00185882  0.00185882  0.00185882  0.00185882  0.0397975  0.00185882  0.0112  0.00185882  0.0418733  0.00185882  0.0048087  0.0310456  0.00185882  0.00185882  0.022996  0.0100545  0.028411  0.00185882  0.00185882  0.00185882  0.00185882  0.00185882  0.00342946  0.00185882  0.00185882  0.00185882  0.00185882  0.0162463  0.0268748  0.00185882  0.00185882  0.0413029  0.00185882  0.00185882  0.00185882  0.00185882  0.00185882  0.00185882  0.00185882  0.0162463  0.0048087  0.00185882  0.022996  0.00185882  0.0112  0.00342946  0.0292913  0.0474  0.0256464  0.00185882  0.00185882  0.0474  0.0215528  0.00185882  0.0100545  0.00185882  0.0152552  0.00185882  0.0171094  0.00610207  0.008848  0.0112  0.00185882  0.0207375  0.0225714  0.00185882  0.0215528  0.00185882  0.00185882  0.00185882  0.0475234  0.0368667  0.00185882  0.0144833  0.00185882  0.00185882  0.00185882  0.0171094  0.00185882  0.00185882  0.0268748  0.028411  0.012139  0.00185882  0.0343241  0.0328419  0.0144833  0.00610207  0.00185882  0.00185882  0.0264593  0.00610207  0.00185882  0.0171094  0.00185882  0.0152552  0.00185882  0.0048087  0.0152552  0.00185882  0.00185882  0.0112  0.00342946  0.0207375  0.0171094  0.012139  0.00185882  0.00185882  0.0343241  0.0238549  0.00610207  0.022996  0.0310456  0.0405533  0.0310456  0.022996  0.0268748  0.008848  0.0256464  0.008848  0.0310456  0.0192348  0.0207375  0.00185882  0.0048087  0.0475234  0.0368667  0.0203265 | 4.00031  3.54416  3.04337  2.79298  2.69704  2.64041  2.47904  2.23334  2.01779  2.01123  2.00014  1.83508  1.75039  1.66082  1.43837  1.37277  1.35983  1.29723  1.26873  1.26497  1.22344  1.1225  1.08585  1.08246  1.0418  1.03253  1.01809  1.00782  0.994342  0.983482  0.969651  0.952248  0.929867  0.887815  0.871449  0.839728  0.813832  0.803258  0.796297  0.790767  0.787692  0.784401  0.776288  0.766728  0.740974  0.736843  0.728374  0.726584  0.726385  0.720546  0.707453  0.695609  0.692447  0.684974  0.678868  0.668229  0.664026  0.663238  0.662411  0.633389  0.628256  0.622431  0.62088  0.616524  0.608286  0.607326  0.604961  0.604471  0.598803  0.597561  0.59717  0.584371  0.583447  0.580104  0.568376  0.556398  0.554664  0.547943  0.541898  0.534183  0.531364  0.530048  0.529918  0.529514  0.521577  0.517658  0.507803  0.503631  0.490451  0.485565  0.484151  0.484123  0.477256  0.471709  0.471237  0.464276  0.463692  0.463624  0.456763  0.447825  0.445369  0.440532  0.433302  0.429471  0.419136  0.408576  0.408204  0.407754  0.407099  0.391637  0.381256  0.378278  0.378223  0.373767  0.366896  0.365581  0.363919  0.360247  0.357263  0.357141  0.353596  0.349693  0.333524  0.332826  0.330703  0.329672  0.327249  0.319455  0.314465  0.313789  0.304816  0.304088  0.302469  0.292953  0.281826  0.278431  0.271219  0.265919  0.265606  0.26552  0.261165  0.244358  0.241583  0.234782  0.233551  0.23052  0.225637  0.216819  0.215478  0.195496  0.189806  0.188311  0.177229 |
| Fcgr3  Atp6v1a  Soat1  Atp6v1b2  Stom  Malat1  Anpep  Cd93  Nceh1  Fnip2  Slc6a6  Pld3  Npc1  Cd300a  Rab8b  Zfp36l2  Man2b1  Myo5a  Creg1  Dennd4c  Por  Rassf2  Lgmn  Fam129b  Xdh  Dusp3  Gpnmb  Tns3  Pnpla7  Plxnc1  Rsrp1  Plin2  Tmem189  Emp1  Fabp5  Ccl6  Tpd52  H2afz  Tbk1  Herc1  Atp1b3  Man2a2  Ptpra  BC005537  Mmp8  Slc37a2  Idh1  Mmp12  Rhob  Id3  Cebpg  Piezo1  Atp6v0d2  Antxr2  Alcam  Mroh1  Col1a2  Cd300lb  Id2  Il7r  Golga4  Colec12  Sat1  Tfrc  Man1c1  Ncoa3  Tlr4  Bckdha  Apoe  Arl4c  Lrp12  Col5a2  Kif3a  St8sia4  Gas6  Abcg1  Hpgds  Tlr8  Engase  Mfge8  H2-Aa  Ier5  Capn7  Zfp36l1  Zdhhc14  Lpxn  Arhgef6  H2-Ab1  Hsd17b4  Slc38a2  Slc9a9  Ccny  Col1a1  Mamdc2  Tm6sf1  Lilr4b  Slc6a12  H2-Eb1  Cd74  Cd28  Osbpl8  Api5  Ogt  Cnot1  Slco4a1 | Fc-gamma RIII  V-type proton ATPase catalytic subunit A  Sterol O-acyltransferase 1  Vacuolar proton pump subunit B  Stomatin  Metastasis associated lung adenocarcinoma transcript 1  Aminopeptidase N  Complement component C1q receptor  Neutral cholesterol ester hydrolase 1  Folliculin-interacting protein 2  Solute carrier family 6 member 6  Phospholipase D3  Niemann-Pick C1 protein  CD300 antigen-like family member A  RAB8B, member RAS oncogene family  Zinc finger protein 36, C3H1 type-like 2  Mannosidase alpha class 2B member 1  Unconventional myosin-Va  Cellular repressor of E1A-stimulated genes 1  DENN domain-containing protein 4C  Cytochrome P450 Oxidoreductase  Ras association domain-containing protein 2  Legumain  Family with sequence similarity 129, member B  Xanthine dehydrogenase/oxidase  Dual specificity protein phosphatase 3  Transmembrane glycoprotein NMB  Tensin-3  Patatin-like phospholipase domain-containing protein 7  Plexin-C1  Arginine/serine-rich protein 1  Perilipin-2  Transmembrane protein 189  Epithelial membrane protein 1  Fatty acid-binding protein 5  C-C motif chemokine 6  Tumor protein D52  Histone H2A.Z  TANK-binding kinase 1  HECT And RLD Domain Containing E3 Ubiquitin Protein Ligase Family Member1　Sodium/potassium-dependent ATPase subunit beta-3  Mannosidase alpha class 2A member 2  Receptor-type tyrosine-protein phosphatase alpha  [BC005537](http://www.informatics.jax.org/marker/MGI:2441726)  Matrix metalloproteinase-8  Solute carrier family 37 member 2  Isocitrate dehydrogenase [NADP] cytoplasmic  Matrix metalloproteinase-12  Rho-related GTP-binding protein RhoB  Inhibitor of DNA binding 3  CCAAT/enhancer-binding protein gamma  Piezo-type mechanosensitive ion channel component 1  V-type proton ATPase subunit d 2  Anthrax toxin receptor 2  Activated leukocyte cell adhesion molecule  MKIAA1833 protein  Collagen alpha-2(I) chain  CD300 antigen-like family member B  Inhibitor of DNA binding 2  Interleukin-7 receptor subunit alpha  Golgin subfamily A member 4  Collectin-12  Spermidine/spermine N(1)-acetyltransferase 1  Transferrin receptor protein 1  alpha-1,2-Mannosidase  Nuclear receptor coactivator 3  Toll-like receptor 4  Branched-chain alpha-keto acid dehydrogenase E1 component alpha chain  Apolipoprotein E  ADP-ribosylation factor-like protein 4C  Low-density lipoprotein receptor-related protein 12  Collagen alpha-2(V) chain  Kinesin-like protein KIF3A  ST8 Alpha-N-Acetyl-Neuraminide Alpha-2,8-Sialyltransferase 4  Growth arrest-specific protein 6  ATP-binding cassette sub-family G member 1  Hematopoietic prostaglandin D synthase)  Toll-like receptor 8  Cytosolic endo-beta-N-acetylglucosaminidase  Milk fat globule-EGF factor 8  H-2 class II histocompatibility antigen, A-B alpha chain  Immediate early response gene 5 protein  Calpain-7  Zinc finger protein 36, C3H1 type-like 1  Zinc finger DHHC domain-containing protein 14  Leupaxin  Rho guanine nucleotide exchange factor 6  H-2 class II histocompatibility antigen, A beta chain  17-beta-hydroxysteroid dehydrogenase 4  Solute carrier family 38 member 2  Solute carrier family 9 member 9  Cyclin fold protein 1  Collagen alpha-1(I) chain  MAM domain-containing protein 2  Transmembrane 6 superfamily member 1  Leukocyte immunoglobulin-like receptor, subfamily B, member 4B  Solute carrier family 6 member 12  H-2 class II histocompatibility antigen, I-E beta chain  CD_antigen: CD74  CD_antigen: CD28  Oxysterol-binding protein-related protein 8  Apoptosis inhibitor 5  O-GlcNAc transferase subunit p110  CCR4-NOT transcription complex subunit 1  Solute carrier organic anion transporter family member 4A1 | 0.00275  0.00215  0.00125  0.00035  0.00245  0.0024  5.00E-05  5.00E-05  0.00175  0.0015  0.00245  0.00045  0.0029  0.0002  0.00135  0.0005  5.00E-05  5.00E-05  0.0011  0.0014  0.0006  0.00235  5.00E-05  5.00E-05  0.0003  0.00035  0.0002  5.00E-05  0.0006  5.00E-05  0.00045  5.00E-05  0.0029  0.0008  5.00E-05  0.00045  0.0009  0.0021  0.00275  0.00105  5.00E-05  0.0001  0.0001  5.00E-05  5.00E-05  5.00E-05  5.00E-05  5.00E-05  0.00155  0.0023  0.0013  0.0003  5.00E-05  0.0001  0.0002  0.0026  5.00E-05  5.00E-05  0.0005  0.00075  0.00205  0.00015  5.00E-05  5.00E-05  0.0001  5.00E-05  0.0015  0.0013  0.002  5.00E-05  0.00015  0.00095  5.00E-05  5.00E-05  5.00E-05  5.00E-05  0.00015  5.00E-05  0.0009  5.00E-05  5.00E-05  5.00E-05  0.00255  0.0006  0.00255  5.00E-05  5.00E-05  5.00E-05  0.0001  5.00E-05  0.0015  5.00E-05  5.00E-05  5.00E-05  0.00015  0.00045  0.00105  5.00E-05  5.00E-05  5.00E-05  5.00E-05  0.0001  0.00015  5.00E-05  5.00E-05 | 0.0475234  0.0397975  0.0264593  0.0100545  0.0438818  0.0433371  0.00185882  0.00185882  0.0336609  0.0297578  0.0438818  0.012139  0.0497271  0.00610207  0.0277786  0.0133253  0.00185882  0.00185882  0.0238549  0.028411  0.0152552  0.0426082  0.00185882  0.00185882  0.008848  0.0100545  0.00610207  0.00185882  0.0152552  0.00185882  0.012139  0.00185882  0.0497271  0.0192348  0.00185882  0.012139  0.0207375  0.0392  0.0475234  0.022996  0.00185882  0.00342946  0.00342946  0.00185882  0.00185882  0.00185882  0.00185882  0.00185882  0.0306125  0.0418733  0.0268748  0.008848  0.00185882  0.00342946  0.00610207  0.0460096  0.00185882  0.00185882  0.0133253  0.0182308  0.0384288  0.0048087  0.00185882  0.00185882  0.00342946  0.00185882  0.0297578  0.0268748  0.0376511  0.00185882  0.0048087  0.0215528  0.00185882  0.00185882  0.00185882  0.00185882  0.0048087  0.00185882  0.0207375  0.00185882  0.00185882  0.00185882  0.045306  0.0152552  0.045306  0.00185882  0.00185882  0.00185882  0.00342946  0.00185882  0.0297578  0.00185882  0.00185882  0.00185882  0.0048087  0.012139  0.022996  0.00185882  0.00185882  0.00185882  0.00185882  0.00342946  0.0048087  0.00185882  0.00185882 | -0.171406  -0.193797  -0.204839  -0.216295  -0.219763  -0.224572  -0.235726  -0.235793  -0.236542  -0.246268  -0.248205  -0.248369  -0.252279  -0.258505  -0.261119  -0.263231  -0.272503  -0.277346  -0.288355  -0.290831  -0.291027  -0.291804  -0.295721  -0.295789  -0.296412  -0.29815  -0.300406  -0.300651  -0.300943  -0.302538  -0.305877  -0.305982  -0.306446  -0.310563  -0.313867  -0.31972  -0.327711  -0.330774  -0.344141  -0.344712  -0.353675  -0.354869  -0.355202  -0.36267  -0.362991  -0.36993  -0.377291  -0.38492  -0.392423  -0.395046  -0.39766  -0.39815  -0.399252  -0.409412  -0.410424  -0.41632  -0.417781  -0.42464  -0.425717  -0.445218  -0.451675  -0.459641  -0.460668  -0.464959  -0.480962  -0.484274  -0.493322  -0.509586  -0.512749  -0.514802  -0.515912  -0.524722  -0.530341  -0.532965  -0.534179  -0.535589  -0.539613  -0.558008  -0.567375  -0.574635  -0.601169  -0.615645  -0.632023  -0.643348  -0.644347  -0.645724  -0.645794  -0.662192  -0.69691  -0.704259  -0.727351  -0.738154  -0.753101  -0.757273  -0.87792  -0.881542  -0.891147  -0.89249  -0.944793  -1.12637  -1.33603  -1.62434  -1.78432  -2.10201  -2.16342 |

| 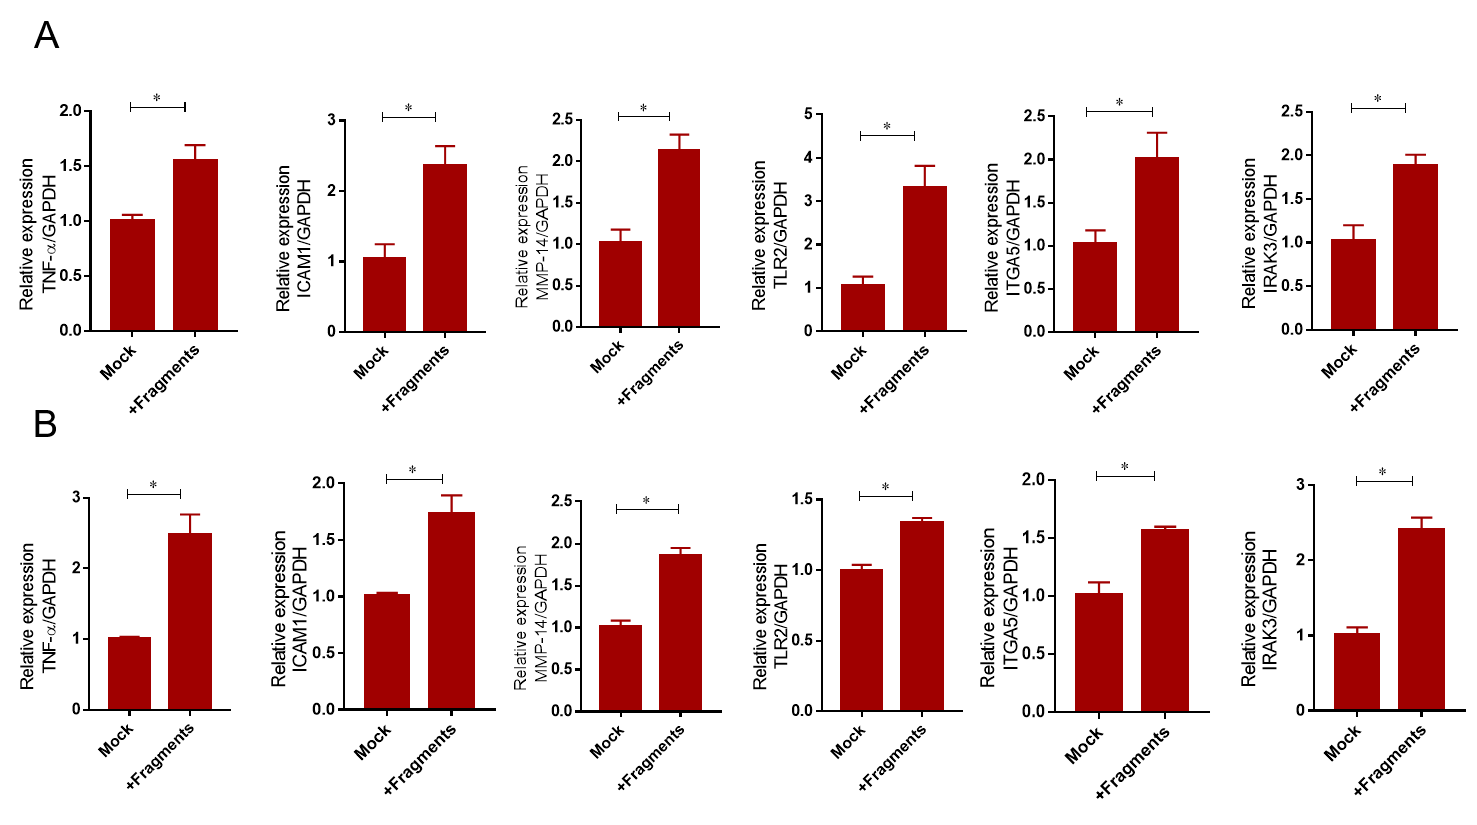 | **Figure S2.** Gene expression analysis by qRT-PCR. Murine bone marrow derived macrophages (A) and peritoneal macrophages (B) stimulated with cartilage fragments for 24 h. Target genes were selected based on RNA-seq data and assayed by qRT-PCR. The values are shown as the mean ± standard error of the mean (mean ± SEM) for *n* = 3. Statistical significances were determined using Student *t* test and were statistically significant when *P* < 0.05. *Indicates significant difference. |
| --- | --- |

**Table S3.** Gene enrichment analysis for cellular component, molecular function and biological process of upregulated genes of macrophages in response to cartilage fragments stimulation.

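Under extracellular exosome Table S3 lists 63 genes. In the deposited values 61 of them had a higher mean log2 value in stimulated macrophages, 55 had groups without overlap and 11 passed an adjusted p of 0.05 over all tested genes. Adjusted over the list alone, which was chosen on these libraries, 50 passed, and from scaled fragments 36 did. The term is one of cellular components, and it places the products of these genes in vesicles without measuring such vesicles in these cultures.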

| **GO Term** | **GO-Term ID** | **P value** | **Gene count** | **Genes** |
| --- | --- | --- | --- | --- |
| **Cellular component (CC)** | |  |  |  |
| Extracellular exosome | GO:0070062 | 4.529E-18 | 63 | Ldha, Marcksl1, Mmp9, Fam20c, Esd, Prdx5, Rhoq, Hp, Sdc4, Prdx1, Actg1, Cd44, Tgfbi, Rnf149, Atp5h, Rhog, Pilra, Ptprj, Icam1, Pfkl, Bst2, Bst1, Myadm, Flna, Prkcb, C1qa, C1qb, Sdc1, Cd81, Cstb, Gaa, Slpi, Ctsc, Gnas, Cpd, Lilr4b, Rab10, Mvp, Fgr, C3, Aldoc, Acp2, Txn1, Mapkapk2, Tagln2, Gpi1, Tpm4, Lgals3bp, Tpi1, Rac2, Tgm2, Ehd1, Gapdh, Glrx, Ptpn6, Sppl2a, Acpp, Anxa3, Sod2, Ppia, Cyfip1, Pgk1, Cd14 |
| Focal adhesion | GO:0005925 | 8.615E-11 | 20 | Icam1, Cav1, Hck, Dock7, Mmp14, Sdc4, Tpm4, Flna, Actg1, Sdc1, Rac2, Cd44, Itga5, Ppia, Cd81, Tgm2, Adam17, Cyfip1, Rab10, Rhog |
| Extracellular matrix | GO:0031012 | 6.693E-5 | 11 | Actg1, Cfp, Lgals3bp, Mmp9, Tgfbi, Tgm2, Slpi, Mmp14, Prdx1, Gapdh, Flna |
| Cell-Cell junction | GO:0005911 | 1.250E-4 | 9 | Ptprj, Ptpn6, Itga5, Nck1, Adam17, Rab10, Myadm, Flna, Lcp2 |
| Extracellular space | GO:0005615 | 6.482E-4 | 24 | Icam1, Tnf, C3, Mmp9, Fam20c, Ccl9, Saa3, Prdx5, Hp, Pf4, Prdx1, Gpi1, Acpp, Actg1, Tpi1, Lgals3bp, Ppia, Cxcl16, Tgfbi, Cstb, Slpi, Ctsc, Cpd, Cd14 |
| **Molecular function (MF)** | | |  |  |
| Scavenger receptor activity | GO:0005044 | 0.005833 | 4 | Marco, Lgals3bp, Cxcl16, Scarf1 |
| Protein complex binding | GO:0032403 | 0.006187 | 9 | Icam1, Cdkn1a, Hif1a, Mmp9, Hcls1, Nfkbia, Cyfip1, Cpd, Flna |
| Integrin binding | GO:0005178 | 0.007203 | 5 | Icam1, Itga5, Tgfbi, Adam17, Mmp14 |
| Protein kinase C binding | GO:0005080 | 0.008945 | 4 | Plek, Sdc4, Flna, Prkcb |
| Kinase | GO:0016301 | 0.009274 | 11 | Ikbke, Irak3, Pfkl, Fgr, Nck1, Hck, Fam20c, Nadk, Mapkapk2, Prkcb |
| **Biological process (BP)** | | | | |
| Cell activation | GO:0001775 | 1.770E-27 | 58 | Cybb,Cdkn1a,Lst1,Gpi1,Flna,Tarm1,Anxa3,Ctsc,Fpr1,Fpr2,Icam1,Acpp,Gmfg,Actg1,Pf4,Cfp,Nck1,Cav1,Bcl3,Pfkl,Lcp2,Ppia,Nlrp3,Ifnar1,Rhog,Rab10,Clec4e,Ptpn6,Cyfip1,Cd14,Ptprj,Hp,Bst1,Bst2,Tlr2,Clptm1,Prdx1,Slpi,Cd44,Cstb,Aif1,C1qa,Prkcb,C3,Cd81,Tnf,Adam17,Gnas,Fgr,Plek,Mmp9,Mmp14,Aldoc,Il2rg,Sdc4,Gaa,Rac2 |
| Leukocyte activation | GO:0045321 | 2.007E-25 | 53 | Cybb,Cdkn1a,Lst1,Gpi1,Tarm1,Anxa3,Ctsc,Fpr1,Fpr2,Icam1,Acpp,Gmfg,Cfp,Nck1,Cav1,Bcl3,Pfkl,Lcp2,Ppia,Nlrp3,Ifnar1,Rhog,Rab10,Clec4e,Ptpn6,Cyfip1,Cd14,Ptprj,Hp,Bst1,Bst2,Tlr2,Clptm1,Prdx1,Slpi,Cd44,Cstb,Aif1,C1qa,Prkcb,C3,Cd81,Tnf,Adam17,Fgr,Mmp9,Mmp14,Aldoc,Il2rg,Mvp,Sdc4,Gaa,Rac2 |
| Secretion | GO:0046903 | 4.589E-24 | 58 | Cybb,Gpi1,Flna,Tarm1,Hif1a,Gapdh,Anxa3,Ctsc,Fpr1,Fpr2,Acpp,Gmfg,Pf4,Cfp,Cav1,Pfkl,Lcp2,Ppia,Nlrp3,Lgals3bp,Ifnar1,Rhog,Rab10,Clec4e,Ptpn6,Cyfip1,Cd14,Ptprj,Hp,Bst1,Bst2,Glrx,Tlr2,Slpi,Cd44,Nadk,Cstb,Aif1,Kcnn4,Tmsb4x,Prkcb,C3,Tnf,Tagln2,Tnfaip2,Gnas,Fgr,Plek,Mmp9,Aldoc,Mvp,M6pr,Sdc1,Hck,Sdc4,Gaa,Rac2,Slc16a10 |
| Defense response | GO:0006952 | 7.521E-24 | 57 | Cybb,Flna,Tarm1,Hif1a,Gapdh,Mapkapk2,Anxa3,Ctsc,Fpr1,Fpr2,Icam1,Aoah,Tnip3,Socs3,Ptges,Actg1,Birc3,Pf4,Cfp,Cxcl16,Cav1,Bcl3,Ptgir,Nlrp3,Lgals3bp,Ifnar1,Tgm2,Clec4e,Ptpn6,Cd14,Hp,Ikbke,Bst1,Bst2,Nfkbia,Tlr2,Prdx1,Slpi,Cd44,Aif1,Kcnn4,C1qa,C1qb,Tmsb4x,Irak3,C3,Cd81,Tnf,Adam17,Cmklr1,Fgr,Mmp9,Prdx5,Marco,Sdc1,Hck,Neat1 |
| Exocytosis | GO:0006887 | 2.618E-23 | 44 | Cybb,Gpi1,Flna,Tarm1,Anxa3,Ctsc,Fpr1,Fpr2,Acpp,Gmfg,Pf4,Cfp,Pfkl,Ppia,Lgals3bp,Rhog,Rab10,Ptpn6,Cyfip1,Cd14,Ptprj,Hp,Bst1,Bst2,Glrx,Tlr2,Slpi,Cd44,Cstb,Tmsb4x,Prkcb,C3,Tagln2,Tnfaip2,Fgr,Plek,Mmp9,Aldoc,Mvp,Sdc1,Hck,Sdc4,Gaa,Rac2 |
| Immune effector | GO:0002252 | 3.551E-23 | 49 | Cybb,Gpi1,Flna,Tarm1,Anxa3,Ctsc,Fpr1,Fpr2,Icam1,Acpp,Gmfg,Actg1,Birc3,Cfp,Nck1,Bcl3,Pfkl,Ppia,Nlrp3,Ifnar1,Rhog,Rab10,Clec4e,Ptpn6,Cyfip1,Cd14,Ptprj,Hp,Bst1,Bst2,Tlr2,Prdx1,Slpi,Cd44,Cstb,C1qa,C1qb,Irak3,C3,Cd81,Tnf,Adam17,Fgr,Mmp9,Aldoc,Mvp,Hck,Gaa,Rac2 |
| Membrane fusion | GO:0061025 | 7.716E-23 | 46 | Cybb,Gpi1,Flna,Tarm1,Anxa3,Ctsc,Fpr1,Fpr2,Acpp,Gmfg,Pf4,Cfp,Pfkl,Ppia,Lgals3bp,Rhog,Rab10,Ptpn6,Cyfip1,Cd14,Ptprj,Hp,Bst1,Bst2,Glrx,Tlr2,Ehd1,Slpi,Cd44,Cstb,Tmsb4x,Prkcb,C3,Cd81,Tagln2,Tnfaip2,Fgr,Plek,Mmp9,Aldoc,Mvp,Sdc1,Hck,Sdc4,Gaa,Rac2 |
| Vesicle fusion | GO:0006906 | 1.290E-22 | 44 | Cybb,Gpi1,Flna,Tarm1,Anxa3,Ctsc,Fpr1,Fpr2,Acpp,Gmfg,Pf4,Cfp,Pfkl,Ppia,Lgals3bp,Rhog,Rab10,Ptpn6,Cyfip1,Cd14,Ptprj,Hp,Bst1,Bst2,Glrx,Tlr2,Slpi,Cd44,Cstb,Tmsb4x,Prkcb,C3,Tagln2,Tnfaip2,Fgr,Plek,Mmp9,Aldoc,Mvp,Sdc1,Hck,Sdc4,Gaa,Rac2 |
| Regulation of immune system | GO:0002682 | 4.761E-22 | 55 | Cdkn1a,Lst1,Gpi1,Tarm1,Hif1a,Pilra,Mapkapk2,Ctsc,Fpr1,Fpr2,Icam1,Tnip3,Socs3,Actg1,Birc3,Pf4, Cfp,Nck1,Cav1,Lcp2,Nlrp3,Clec4e,Ptpn6,Cyfip1,Sppl2a,Cd14,Ptprj,Ikbke,Bst1,Bst2,Nfkbia,Tlr2,Clptm1,Cd44,Aif1,Kcnn4,C1qa,C1qb,Prkcb,Irak3,C3,Cd81,Tnf,Adam17,Cmklr1,Gnas,Fgr,Mmp9,Mmp14,Il2rg,Marco,Hck,Sdc4,Hcls1, Rac2 |
| Inflammatory response | GO:0006954 | 4.438E-16 | 35 | Cybb,Hif1a,Mapkapk2,Ctsc,Fpr1,Fpr2,Icam1,Aoah,Tnip3,Socs3,Ptges,Birc3,Pf4,Ptgir,Nlrp3,Tgm2,Cd14,Hp,Bst1,Nfkbia,Tlr2,Cd44,Aif1,C1qa,Tmsb4x,C3,Cd81,Tnf,Adam17,Cmklr1,Mmp9,Prdx5,Sdc1,Hck,Neat1 |

**Table S4.** Gene enrichment analysis for mouse response phenotypes of upregulated genes of macrophages in response to cartilage fragments stimulation.

| **GO Term** | **GO-Term ID** | **P value** | **Gene count** | **Genes** |
| --- | --- | --- | --- | --- |
| Abnormal innate immunity | MP:0002419 | 1.361E-24 | 43 | Cybb,Cdkn1a,Hif1a,Pilra,Mapkapk2,Ctsc,Fpr1,Fpr2,Icam1,Socs3,Ptges,Cfp,Marcksl1,Cav1,Bcl3,Lcp2,Nlrp3,Ifnar1,Scarf1,Tgm2,Clec4e,Ptpn6,Cd14,Ptprj,Hp,Nfkbia,Tlr2,Prdx1,Slpi,Cd44,Irak3,C3,Cd81,Tnf,Adam17,Cmklr1,Fgr,Mmp9,Adgre1,Il2rg,Marco,Hck,Rac2 |
| Abnormal macrophage physiology | MP:0002451 | 4.102E-21 | 34 | Cybb,Cdkn1a,Hif1a,Mapkapk2,Fpr2,Icam1,Socs3,Ptges,Marcksl1,Cav1,Bcl3,Nlrp3,Ifnar1,Scarf1,Tgm2,Clec4e,Ptpn6,Cd14,Ptprj,Hp,Nfkbia,Tlr2,Slpi,Cd44,Irak3,C3,Cd81,Tnf,Adam17,Cmklr1,Fgr,Adgre1,Marco,Hck |
| Abnormal professional antigen presenting cell physiology | MP:0002452 | 5.869E-20 | 47 | Cybb,Cdkn1a,Hif1a,Mapkapk2,Fpr2,Icam1,Socs3,Ptges,Marcksl1,Cav1,Bcl3,Lcp2,Ppia,Nlrp3,Ifnar1,Scarf1,Rhog,Tgm2,Clec4e,Ptpn6,Sppl2a,Csf2rb,Cd14,Ptprj,Hp,Bst1,Nfkbia,Tlr2,Slpi,Cd44,Prkcb,Irak3,C3,Cd81,Tnf,Adam17,Cmklr1,Fgr,Mmp9,Adgre1,Mmp14,Il2rg,Marco,Sdc1,Hck,Hcls1,Rac2 |

**Table S5.** Gene enrichment analysis for human diseases terms of upregulated genes of macrophages in response to cartilage fragments stimulation.

| **GO Term** | **GO-Term ID** | **P value** | **Gene count** | **Genes** |
| --- | --- | --- | --- | --- |
| Rheumatoid Arthritis | C0003873 | 2.458E-14 | 46 | Cybb,Cdkn1a,Gpi1,Hif1a,Gapdh,Anxa3,Fpr2,Icam1,Socs3,Ptges,Pf4,Cxcl16,Bcl3,Lcp2,Ppia,Nlrp3,Lgals3bp,Txn1,Tgfbi,Tgm2,Ptpn6,Cd14,Ptprj,Hp,Ikbke,Bst1,Nfkbia,Tlr2,Cd44,Aif1,C3,Tnf,Adam17,Tnfaip2,Cmklr1,Plek,Mmp9,Prdx5,Mmp14,Il2rg,Marco,Sdc1,Hcls1,Sod2,Rac2,Tpi1 |
| Degenerative polyarthritis | C0029408 | 5.431E-14 | 34 | Cdkn1a,Gpi1,Hif1a,Gapdh,Esd,Icam1,Socs3,Ptges,Cxcl16,Cav1,Nlrp3,Tgfbi,Tgm2,Fam20c,Ptpn7,Cd14,Hp,Glrx,Tlr2,Slpi,Cd44,C3,Tnf,Adam17,Cmklr1,Mmp9,Prdx5,Mmp14,Il2rg,Mvp,Sdc1,Sdc4,Sod2,Tpi1 |
| Amyloidosis | C0002726 | 7.701E-10 | 31 | Cybb,Gapdh,Fpr1,Fpr2,Icam1,Socs3,Cav1,Ldha,Ppia,Nlrp3,Txn1,Tgfbi,Cd14,Hp,Tlr2,Cd44,Cstb,Aif1,C3,Tnf,Adam17,Cmklr1,Mmp9,Prdx5,Mmp14,Mvp,Sdc1,Hcls1,Gaa,Sod2,Tpi1 |
| Inflammatory bowel Disease | C0021390 | 1.156E-12 | 28 | Cybb,Lst1,Hif1a,Gapdh,Pilra,Fpr2,Icam1,Socs3,Cxcl16,Bcl3,Nlrp3,Ifnar1,Acsl1,Fam20c,Cd14,Hp,Nfkbia,Tlr2,Cd44,Kcnn4,C3,Tnf,Adam17,Mmp9,Mmp14,Sdc1,Rac2,Tpi1 |
| Multiple Myeloma | C0026764 | 1.86E-11 | 38 | Cdkn1a,Hif1a,Cd52,Gapdh,Slc31a2,Mapkapk2,Icam1,Socs3,Birc3,Pf4,Marcksl1,Cav1,Bcl3,Itga5,Ldha,Ppia,Slc25a37,Ifnar1,Txn1,Ptpn6,Cd14,Ptprj,Bst2,Slc2a6,Nfkbia,Tlr2,Cd44,Tmsb4x,Cd81,Tnf,Adam17,Mmp9,Il2rg,Mvp,Sdc1,Hck,Sod2,Neat1 |
| Sepsis | C0243026 | 3.140E-11 | 23 | Cybb,Hif1a,Gapdh,Fpr2,Icam1,Aoah,Tnip3,Socs3,Cav1,Nlrp3,Tgfbi,Cd14,Hp,Tlr2,Cd44,Tmsb4x,Irak3,Tnf,Adam17,Mmp9,Marco,Sdc1,Sod2 |

**Table S6.** Gene enrichment for KEGG pathways of regulated genes of macrophages in response to cartilage fragments stimulation.

|  | |  | |  | |  | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **GO Term** | **GO-Term ID** | | **P value** | | **Gene count** | | **Genes** | |
| Proteoglycans in cancer | mmu05205 | | 1.203E-7 | | 15 | | Ptpn6, Cav1, Tnf, Hcls1, Mmp9, Tlr2, Sdc4, Flna, Prkcb, Actg1, Cdkn1a, Sdc1, Hif1a, Cd44, Itga5 | |
| Gluconeogenesis | mmu00010 | | 1.347E-4 | | 7 | | Tpi1, Ldha, Pfkl, Aldoc, Pgk1, Gpi1, Gapdh | |
| TNF signaling pathway | mmu04668 | | 3.293E-4 | | 8 | | Icam1, Tnf, Socs3, Mmp9, Bcl3, Nfkbia, Birc3, Mmp14 | |
| Toll-like receptor signaling pathway | mmu04620 | | 0.002714 | | 6 | | Ikbke, Tnf, Tlr2, Nfkbia, Cd14, Ifnar1 | |
| Phagosome | mmu04145 | | 0.007382 | | 7 | | Actg1, Marco, C3, Itga5, Tlr2, M6pr, Cd14 | |
| Carbon metabolism | mmu01200 | | 0.009630 | | 7 | | Tpi1, Pfkl, Aldoc, Esd, Pgk1, Gpi1, Gapdh | |

**Table S7.** Primers used in this study.

| **Target** | **Forward** | **Reverse** |
| --- | --- | --- |
| ***GAPDH*** | AGGTCGGTGTGAACGGATTTG | GGGGTCGTTGATGGCAACA |
| ***IRAK3*** | GATCCTGGACAGCTGCGAT | CTGTTTGAAAGTCGCTCCGC |
| ***MMP-14*** | ATGGCCCCCTTTTACCAGTG | TTGTGGGTGACCCTGACTTG |
| ***ICAM1*** | GTGGGTCGAAGGTGGTTCTT | CAGTGTGAATTGGACCTGCG |
| ***MARCO*** | ACTCCAGAGGGAGAGCACTT | TCTCTGTGCCCCGACAATTC |
| ***PTGES*** | CGCAACGACATGGAGACAATC | TATCCAGGCGATCAGAGGGT |
| ***TLR2*** | TGCTACGAGCTCTTTGGCTC | GCAGAACAGCGTTTGCTGAA |
| ***ITGA5*** | ATGAAGGCAGGCACCAGTC | CAGGTTCTTGCTGAGGATCTGA |
| ***TNF-α*** | AGCCGATGGGTTGTACCTTG | ATAGCAAATCGGCTGACGGT |

How the deposited data were processed for this re-analysis (not part of the article)

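RNA was sequenced from bone marrow-derived macrophages of C57BL/6 mice, with 3 cultures that received 5 cartilage fragments per macrophage for 24 h and 3 control cultures. All 6 libraries of the series were used, each as 1 sample of its group. The replicate numbers 1 to 3 recur in both groups, and neither the paper nor the labels pair them, so no pairing was used in the main comparison. The qRT-PCR, imaging and protein measurements of the paper were not analysed here.

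The authors aligned paired-end reads of 100 bp to mm10 with TopHat and Bowtie and ran Cufflinks on each library, and the deposited FPKM are the Cufflinks values per transcript, with reference transcripts and transcripts assembled in that library. The deposited coverage is the mean depth of reads that Cufflinks lists beside each FPKM. Low values were still present in the files, and whether TMM had been applied to the FPKM could not be told from the values. No read counts per gene were used, because the files hold none. Positions are those of the files on mm10, with 1 added to each start, since 62.7% of 17917 starts lay 1 base before those of the reference annotation.

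Fragments per library were estimated from the ratio of coverage to FPKM and the read length, and came to between 699000 and 776000. A fragment number per gene was estimated the same way. A gene at few fragments has a counting error that limits the precision of its values, and intervals and exact tests on fragments cover counting error only. FPKM were summed over the transcripts of a gene symbol. The plan had been to keep lines of the same symbol apart and to sum them as the alternative. As the files list transcripts, the sum became the main choice and the separate lines the alternative. Genes with a mean of at least 1 FPKM over the 6 libraries were tested, after 0.1 was added and log2 taken.

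Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend and robust), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Curated gene lists and Reactome sets from the file of fgsea 1.28.0 were tested with camera of limma at a preset correlation of 0.01, with camera at the estimated correlation and with fry. Of the 18 curated lists, 4 had fewer than 3 tested genes and were not tested. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the tables, the exact tests and the figures. Enrichment terms were not computed again. The genes that the paper's tables list under a term were followed instead.

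The comparison, the curated lists, the alternatives except the added ones, and the rule for naming genes were chosen before the data were examined. The rule names the genes that the paper names from RNA-seq, the genes of the terms and themes of the Results, members of reported lists, and the 5 largest rises and 5 largest falls past the threshold with groups that did not overlap. The paper's tables had been read by then. Other genes named here were chosen after their values were seen. Alternatives changed the pseudocount (1 or 0.01), the filter (none, or at least 5 FPKM), the scaling (equal totals, size factors or quantiles), the moderation of variances, the sample weights and the replicate block, used only genes with status OK, or left out each library in turn. Added after the values were seen were reference transcripts only, loci joined by an assembled transcript left out, scaled fragments in place of FPKM, and the other set tests on Reactome sets. Scaled fragments are the estimated fragments of a gene divided by those of the library. The 16 alternatives cited for genes and lists leave out the added ones, the replicate block and the separate transcript lines.

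The procedure was tested on simulated data in which every library had the mean depth of the control libraries. The spread between replicates was assumed (a dispersion of 0.02), and each gene kept a fixed FPKM per fragment. Differences between libraries in depth and in assembled transcripts were left out, so the shares that passed need not hold for the real libraries. Of simulated genes changed by 1 on the log2 scale 18.4% passed the threshold, and of those with at least 100 fragments in the controls 58.8% did. Of genes changed by 2, 72% passed. Of the unchanged genes 2 passed beside changed ones and 0 passed where no gene was changed.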

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

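The tests on Il1b (counting error, neutrophils and a filter on controls), Ugt1a6b, Gm5424, Gm12070, cartilage RNA and the scaling of genes outside Table S1 were chosen only after the results were seen. Of the genes past the threshold, 8 are not in Table S1, and these and the gene lists without Table S1 genes are signals in genes outside those that the paper lists. For the number of genes past the threshold, the splits of the libraries cannot exclude chance, since 1 of 10 splits, the real one, gave as many, and 3 libraries against 3 allow no smaller share. The largest number in another split was 4. Ccl5, Gm5424, Lmo4 and Gm12070 were chosen after their values were seen. Scaling is argued against for all 8 genes, since 8 kept their direction and a change over 2 standard errors under each other scaling.

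Il1b had a log2 fold change of 2.6 from 6 fragments in controls and 36 in stimulated libraries. Counting error alone is argued against by an exact two-sided binomial p of 1.2e-06. A larger share of neutrophils, which also express Il1b, is argued against by S100a8, whose log2 fold change was 0.25 at 318 FPKM in controls, with -0.21 for S100a9 and -0.04 for Ngp, and a change within such cells stays open. A response to cartilage fragments is the hypothesis that the design gives, and it was not tested apart from these libraries. For its absence from Table S1, a filter on the mean FPKM stays open, because 0 genes of Table S1 have both a lower mean and a lower minimum than Il1b (mean 8.67 FPKM, against 9.27 for the lowest in Table S1, Ptges). A filter on the FPKM of controls or of single libraries is argued against by 1 gene of Table S1 below Il1b in both, Ptges, with 1.68 FPKM in controls against 2.38 for Il1b. A filter on fragments stays open, since Ptges had 13.0 in controls and Il1b 6. The threshold of the paper's filter is not known, and other causes were not tested.

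Cfb had a log2 fold change of 3.9 (standard error 0.294, adjusted p = 0.00168 from limma), from 13 fragments in controls and 191 in stimulated libraries, and passed with each library left out. Cfb encodes complement factor B. RNA carried over with the cartilage is argued against for the genes that rose, as Col2a1, Acan, Comp, Matn1 and Col9a1 together had 8 fragments in the stimulated libraries and 15 in the controls. A response of the macrophages to the fragments may explain the rise of Cfb, and no further explanation was tested for it.

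Ugt1a6b was listed at 0 in all 3 controls and at 36.0 ± 14.4 FPKM (SD, n = 3) in the stimulated libraries, with 163 fragments. This is at least 56.7-fold higher than a floor of 3 fragments over the 3 control libraries. The fitted log2 fold change of 8.42 depends on the pseudocount and is no bound. Without stimulated replicate 1 its adjusted p was 0.0641. The log2 ratio of the summed FPKM of the Ugt1a genes was -0.01, while Ugt1a7c fell from 134.8 to 98.2 FPKM, which is consistent with fragments of shared exons being assigned to another member. A switch of promoter in the macrophages was not tested and stays open.

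Gm5424 (chromosome 2, 31470308 to 31520629) had a log2 fold change of 1.78 (adjusted p = 0.00147 from limma), from 379 fragments over the 6 libraries. Its parent gene Ass1 had 0 fragments, so reads of Ass1 may have been listed under Gm5424, and the change would then be one of Ass1. Gm12070 had a log2 fold change of 0.49 (adjusted p = 0.0227 from limma). The change exceeded that of its parent gene Gapdh by 0.13 (standard error 0.094), so a change of its own and fragments shared with Gapdh cannot be told apart, because the difference is larger than its standard error and under 2 of them. Its adjusted p passed 0.05 only without control replicate 2 among the libraries left out (0.0411), and was 0.0903 and 0.0758 without control replicates 1 and 3, and 0.136, 0.107 and 0.0648 without stimulated replicates 1, 2 and 3.

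Ccl5 had a log2 fold change of 2.04 (adjusted p = 0.0305 from limma), from 6.5 fragments in controls and 26.2 in stimulated libraries. From scaled fragments it did not pass (adjusted p = 0.0734 from limma, against 0.0213 to 0.215 over the 16 alternatives). Its adjusted p was 0.109 and 0.112 without control replicates 1 and 2, and 0.197 and 0.138 without stimulated replicates 1 and 2. Lmo4 had a log2 fold change of 1.32 (adjusted p = 0.0244 from limma), with an adjusted p of 0.0944 and 0.0758 without control replicates 1 and 3, and of 0.135, 0.102 and 0.0557 without stimulated replicates 1, 2 and 3. Lgals3 had a log2 fold change of -0.36, and its adjusted p was 0.0641 and 0.0539 without stimulated replicates 1 and 2. For these genes no technical explanation was tested other than scaling and, for Ccl5 and Lmo4, which rose, the cartilage RNA above, and a biological one was tested by no further data.

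The interferon-stimulated genes outside Table S1 had a median log2 fold change of 0.48, with 20 of 22 higher (camera, adjusted p = 0.00112, 0.0922 with the estimated correlation and 0.0117 under fry). Over all 23 tested genes the median was 0.5, which argues against lower interferon-stimulated genes. Adjusted over the list alone 2 of these genes passed. The cholesterol synthesis genes outside Table S1 had a median of 0.37, with 19 of 20 higher (camera, adjusted p = 0.000107, 0.0812 with the estimated correlation and 0.00889 under fry). Over the whole list of 21 tested genes camera gave an adjusted p of 1.5e-05, consistent with higher cholesterol synthesis genes as predicted. Technical explanations particular to these lists were not tested.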

How the results depend on the processing

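The tests with reference transcripts only, with joined loci left out, with scaled fragments and with other set tests on the Reactome sets were chosen only after the results were seen. Of 32 higher and 6 lower genes, the pseudocounts, filters on FPKM, scalings, sample weights and genes with status OK gave 25 to 37 higher and 6 to 8 lower genes, with at least 31 of the 38 genes kept. Marco, Cfb, Ptges, Saa3, Irg1 and Il1b passed in all 16 alternatives that were planned and tested by gene symbol without the block.

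Without trend and robust moderation 13 genes were higher, 5 of Table S1 passed in place of 30, 84 in place of 200 adjusted over the list alone, and 3 in place of 13 of the 50 named genes. With reference transcripts only 15 genes were higher, 9 of Table S1 passed, 116 adjusted over the list alone and 3 of the named genes. With transcripts kept apart 10 were higher and 0 lower. Scaled fragments gave 146 higher and 77 lower genes, 145 of Table S1 and 35 of the named genes. The cause was not tested for these settings, apart from the assembled transcripts, for which a test is given among the other observations. With reference transcripts only, Mmp14 (log2 fold change -2.80) and Ly6c2 (-1.41 in place of 2.02) changed direction, and the cause was not tested.

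With the replicate number as a replicate block 17 genes were higher and 1 lower, 13 of Table S1 passed and 5 of the named genes. The deviations of libraries of the same number correlated by -0.018, -0.002 and 0.01 across 10393 genes, which gives no sign of pairing. They cannot exclude it, because the spread between replicates is close to counting noise and a shared effect could stay hidden. In genes with a single transcript the mean chi-square per gene was 1.07 to 1.14, where counting noise alone gives 1.

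With each library left out in turn, from 9 to 27 genes were higher and from 0 to 6 lower, from 5 to 20 of Table S1 passed, and from 3 to 8 of the named genes. The fewer libraries lower the power of each of these fits. Without stimulated replicate 1 there were 9 higher, 0 lower, 5 of Table S1 and 3 named genes, and without stimulated replicate 2 there were 15, 4, 10 and 4. Without stimulated replicate 3 there were 18 of Table S1 and 8 named genes. Without control replicate 1 there were 19 higher, 3 lower, 12 of Table S1 and 4 named genes. Without control replicate 2 there were 3 lower, 16 of Table S1 and 5 named genes, and without control replicate 3 there were 3 lower and 8 named genes.

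Of the 14 curated lists 9 passed, and 7 to 10 did in every setting. Of the 12 Reactome sets 4 passed with camera at the preset correlation, 0 with the estimated correlation and 8 under fry. The planned tests on counts were not run, as the files hold no counts. At this depth simulated changes of 1 on the log2 scale passed in 18.4% of genes, so many changes of that size were not detectable.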

Differences from the paper's values

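The tests with scaled fragments and with reference transcripts only were chosen only after the results were seen. The paper gives 153 upregulated genes, against 32 here, and 105 downregulated genes, against 6 here. Each of the alternatives set before the data were examined also differed, for both numbers. With scaled fragments, chosen after seeing the values, 146 and 77 genes passed, within 1.5 times the paper's numbers, and of the 256 genes that the paper lists in a single direction this setting calls 145 and drops 111, where FPKM call 30. The depth differs too. The paper states 60 reads per sample in units of 1000000, and the medians here were 0.757 fragments for controls and 0.723 for stimulated libraries in the same unit, and no alternative bears on this.

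Of 49 named genes of Table S1, 3 have a log2 fold change that differs by more than the replicate SD. The paper's value for Ptges is 3.54416, against 3.25 here, and for Apoe it is -0.512749, against -0.30 here, and both differ in all of the 18 alternatives set before the data were examined. For Adam17 the paper's value is 0.313789, against 0.42 here. It falls within the replicate SD under equal totals, under quantile normalization, and without control replicate 2, control replicate 3, stimulated replicate 1 or stimulated replicate 3, and differs under the other 12 of the 18. Over all 256 genes 29 differ by more than the replicate SD or in sign, and 4 of these have the other sign. They are Gaa (the paper's 0.607326, -0.002 here), Rac2 (the paper's 0.314465, -0.07 here), Rsrp1 (the paper's -0.305877, 0.014 here) and Cnot1 (the paper's -2.10201, 0.086 here). Under scaled fragments, which were chosen after seeing the values and call 145 and drop 111 of the paper's 256 genes, where FPKM call 30, Rac2 had 0.31 (adjusted p = 0.155 from limma) and Rsrp1 -0.31 (adjusted p = 0.00787 from limma), both with the paper's sign, and Gaa and Cnot1 kept the other sign. With reference transcripts only, also chosen after seeing the values, Rac2 had 0.52 and Rsrp1 -0.48, and this setting calls 9 of the 256. Of the alternatives set before the data were examined, those with the paper's sign were, for Gaa, without control replicate 1 (0.10), stimulated replicate 1 (0.01) and stimulated replicate 2 (0.05). For Rac2 it was without control replicate 3 (0.22), and for Rsrp1 equal totals (-0.04), quantile normalization (-0.04) and without stimulated replicate 1 (-0.31). Cnot1 had the other sign in every setting.

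Settings that call genes of Table S1 not called here were a filter of at least 5 FPKM (Tgfbi), leaving out control replicate 2 (Tarm1), leaving out stimulated replicate 3 (Tnf and Apoe), and scaled fragments (116 genes). Among the 116 are Birc3, Icam1, Adam17, Lgals3bp, Ccl9, Tpi1, Gapdh, Bcl3, Tgfbi, Pfkl, Ikbke, Ldha, Aif1, Nlrp3, Tlr2, Cxcl16, Hif1a, Mmp9, Tnf, Abcg1, H2-Aa, Cd28 and Tlr8.

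The paper states that IL-1β did not rise with cartilage fragments, and Il1b had a log2 fold change of 2.6 here. In the pathway drawing of Fig. 3B Ccl5 is not marked as higher, and its log2 fold change was 2.04 here, and Mmp3 is marked as higher there but was listed at 0 in all 6 libraries. Tnf, Mmp9, Icam1 and Socs3 of the same pathway were higher here as well. The Methods give male mice, and Xist had at least 19.8 FPKM in each library.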

Other observations

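The tests on the Y chromosome, the sex of the mice, the part of the reads, single transcripts, the spread between replicates and the splits for genes past the threshold were chosen only after the results were seen, as were those on scaled fragments.

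The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0 fragments over the 6 libraries, while their X-linked partners had at least 207 and Xist had 1712. A Y chromosome left out of the annotation is argued against, since each file lists 113 transcripts on it and Xist, which male cells lack, was at 19.8 FPKM or more. Cells from female mice would give these values, and the Methods name male mice. A mislabelled series was not tested.

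The number of fragments is far under the paper's reads. Files made from a part of the reads behind Table S1 are argued against by a median absolute difference of 0.032 between the log2 fold changes of Table S1 and the ratios of group means, where counting error alone at this depth would give a median standard error of 0.1. A permutation test of Table S1 entries as changes of single transcripts gave p = 0.8, on 5 genes of which 2 had a transcript within 0.25, against 2.2 after shuffling, and 5 genes are too few to decide.

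In genes with a single transcript, the spread between replicates had a mean chi-square per gene of 1.11, where counting noise alone gives 1. Counting noise and a small spread between cultures cannot be told apart as its source, because the fragments are estimates. Scaled fragments gave more genes past the threshold than FPKM. In genes with assembled transcripts the SD of log2 FPKM was 1.07 times that of log2 scaled fragments (median of 1864 genes), and 0.997 times in 1015 genes with 1 reference transcript. The median SDs were 0.189 for log2 FPKM and 0.154 for log2 scaled fragments in the former, and 0.15 and 0.151 in the latter. Lengths that differ between libraries through assembly may contribute, and these median SDs go that way. The median ratio of 1.07 lay below the 1.2 that had been predicted, and this source cannot be told apart from others.

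The splits of the libraries cannot exclude chance for any of the counts, because 3 libraries against 3 allow no share under 1 of 10. The real split was the 1 of 10 splits with as many Table S1 genes past the threshold (30, at most 0 in others), as many without overlap (219, at most 6), as many curated lists (9, at most 5) and as many genes from scaled fragments (223, at most 4). Table S1 was chosen on the real split, so the comparison with other splits says nothing for the counts of its genes.

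Collagens and matrix genes were lower, with a median log2 fold change of -0.41 over 13 tested stroma genes, of which 11 were lower (camera, adjusted p = 8.2e-05, 0.0476 with the estimated correlation). Without Table S1 genes the median was -0.29 (camera, adjusted p = 0.0228, 0.164 with the estimated correlation and 0.00741 under fry). A smaller share of stromal cells would lower them alike only if no other cells in the cultures expressed them. Their changes differed by more than their errors, from -1.0 for Col6a1 to 0.21 for Spp1. The mean squared deviation from their weighted mean was 15.7 squared standard errors, and 3.5 without Spp1, where equal changes give 1. This covered the 9 stroma genes with a mean of at least 5 FPKM. Spp1 is also expressed by macrophages, and expression of the other stroma genes in macrophages was not tested. Unequal changes therefore cannot decide whether the share of stromal cells was smaller. Gapdh rose by at least 0.24 on the log2 scale under the other scalings, so scaling alone is argued against for the rise of Gapdh. That test does not cover the stroma genes.

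Of curated lists, the TNF and NF-κB targets stayed higher without Table S1 genes (camera, adjusted p = 1.3e-07), consistent with a response that extends to further targets, and the MHC class II genes were lower together (camera, adjusted p = 8.8e-07). Macrophage genes were higher (median 0.15). For house-keeping genes (median 0.13, 8 of 10 higher) the tests differ, with an adjusted p of 0.00114 under camera (0.000258 to 0.4475 over the 16 alternatives, of which 14 passed), 0.0758 with the estimated correlation and 0.0718 under fry, so a rise of this list stays open. Without Table S1 genes the adjusted p was 0.159 under camera and 0.00889 under fry for macrophage genes, 0.0806 and 0.26 for house-keeping genes, and 0.292 and 0.345 for MHC class II genes. The glycolysis list had a median of 0.31 (camera, adjusted p = 1.2e-05), but without Table S1 genes, with 9 of 12 higher, the adjusted p was 0.104 under camera, 0.22 with the estimated correlation and 0.026 under fry, which leaves open whether the rise extends beyond the listed genes.

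With the estimated correlation the adjusted p was 0.19 for LXR targets (median -0.10), 0.19 for lysosome genes (median -0.09; 0.00672 at the preset correlation, and 0.219 there without Table S1 genes), 0.16 for HIF1 targets (0.0207 under fry, and 0.0224 under camera from scaled fragments), 0.89 for proliferation (median 0.04, test direction down) and 0.89 for alternative activation (median 0.02, mean 0.45, test direction down), and these tests decide nothing. Neutrophil genes had a median of -0.04 with a test direction up (camera, adjusted p = 0.780). Of dendritic cell genes 2 of 12 could be tested, too few to say whether the share of such cells changed. Of cartilage genes 2 of 22 were tested, of erythroid genes 0 of 12, and of Xist and Y-linked genes 1 of 5.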
